# Transcriptome profiling and digital gene expression analysis of sweet potato for the identification of putative genes involved in the defense response against *Fusarium oxysporum* f. sp. *batatas*

**DOI:** 10.1371/journal.pone.0187838

**Published:** 2017-11-13

**Authors:** Yuli Lin, Weikun Zou, Shiqiang Lin, Dennis Onofua, Zhijian Yang, Haizhou Chen, Songliang Wang, Xuanyang Chen

## Abstract

Sweet potato production is constrained by Fusarium wilt, which is caused by *Fusarium oxysporum* f. sp. *batatas (*Fob). The identification of genes related to disease resistance and the underlying mechanisms will contribute to improving disease resistance via sweet potato breeding programs. In the present study, we performed de novo transcriptome assembly and digital gene expression (DGE) profiling of sweet potato challenged with Fob using Illumina HiSeq technology. In total, 89,944,188 clean reads were generated from 12 samples and assembled into 101,988 unigenes with an average length of 666 bp; of these unigenes, 62,605 (61.38%) were functionally annotated in the NCBI non-redundant protein database by BLASTX with a cutoff E-value of 10^−5^. Clusters of Orthologous Groups (COG), Gene Ontology (GO) and Kyoto Encyclopedia of Genes and Genomes (KEGG) annotations were examined to explore the unigenes’ functions. We constructed four DGE libraries for the sweet potato cultivars JinShan57 (JS57, highly resistant) and XinZhongHua (XZH, highly susceptible), which were challenged with pathogenic Fob. Genes that were differentially expressed in the four libraries were identified by comparing the transcriptomes. Various genes that were differentially expressed during defense, including chitin elicitor receptor kinase 1 (CERK), mitogen-activated protein kinase (MAPK), WRKY, NAC, MYB, and ethylene-responsive transcription factor (ERF), as well as resistance genes, pathogenesis-related genes, and genes involved in salicylic acid (SA) and jasmonic acid (JA) signaling pathways, were identified. These data represent a sequence resource for genetic and genomic studies of sweet potato that will enhance the understanding of the mechanism of disease resistance.

## Introduction

Sweet potato is the 7th most important crop globally, with an annual area harvest of 8.0 million ha and a total global production of 104.5 million tons. Sweet potato is planted primarily in developing areas in Asia and Africa [1, 2]. In the past two decades, sweet potato production has decreased in Asia and greatly increased in Africa [2]. In the USA, the harvest area has increased from 33.3 kha in 2002 to 54.7 kha in 2014, and this increase has resulted in a corresponding increase in sweet potato production from 580.5 kilotons to 1.34 million tons [2].

*Fusarium oxysporum*, a soil-borne pathogenic fungus, is classified into more than 120 *formae speciales* and races, each of which infects one specific crop, such as sweet potato, tomato, banana, watermelon or pepper. The severity of the damage caused by these infections depends on the interaction between the pathogen and the host crop [3]. The production of sweet potato is constrained by Fusarium wilt, which is caused by *Fusarium oxysporum* f. sp. *batatas* (Fob) [4]. Sweet potato growth was limited in the Southeastern United States prior to the 1950s and South China prior to the 1980s, when resistant cultivars were bred and applied [5, 6]. Fusarium wilt has spread across many provinces in Central China and threatens sweet potato production [7].

During Fob infections, sweet potato secretes tyloses, cell wall material or brown matter into xylem vessels as a physiological response to impede Fob infection, leading to blockade of the vascular bundle [8, 9] and stem split and rot [5]. Colonization by Fob can induce the defense system in sweet potato. The susceptibility or resistance of sweet potato to Fusarium wilt depends on the interaction with Fob, consistent with the gene-for-gene hypothesis proposed by Flor [10] and the mode of co-evolution proposed by Jones [11]. The pathogen-associated molecular patterns (PAMPs), such as chitin, glucan, or glycoprotein, of fungal cells are recognized by pattern recognition receptors (PRRs) in plants, resulting in PAMP-triggered immunity (PTI) to prevent pathogen colonization. Successful pathogens release effector proteins to suppress PTI [11]. In response, plants have evolved resistance (R) proteins to recognize these effectors and trigger a secondary response, i.e., effector-triggered immunity (ETI), which induces the expression of downstream defense-related genes [12]. This model was elucidated based on the interaction between tomato and its pathogenic *Fusarium oxysporum* f. sp. *lycopersici* (Fol) [13]. Many R genes with identified functions have been isolated from Arabidopsis, rice, tomato, and other host plants [14–17].

Sweet potato is hexaploid with a complex genome that has not been sequenced [18]. High-throughput RNA sequencing based on next-generation sequencing technology (Illumina) has recently been applied in analyses of gene expression profiling and for the discovery of important genes involved in disease resistance and related pathways [19, 20]. Transcriptome sequencing offers a rapid approach to obtain expressed gene sequence information for sweet potato [21] and has been used to mine gene-based microsatellite markers [22, 23], elucidate the mechanism of development and metabolism in the purple tuberous roots of sweet potato [18], reveal gene expression patterns associated with tuberous root formation and development [24], and identify related genes involved in lignin and starch biosynthesis [21].

In the present study, transcriptome sequencing technology was used to perform RNA sequencing (RNA-Seq) of sweet potato cultivars inoculated with pathogenic *F*. *oxysporum*. We constructed a sufficiently large library using equally mixed total RNA. In total, 89,944,188 high-quality reads were retained and assembled into 62,605 unigenes. The unigenes were then annotated and assigned putative functions, classifications or pathways by alignment with public databases. The transcriptome data provide a global view of the gene expression in sweet potato during Fob infection, generating a resource for discovering candidate defense-related genes. Based on the transcriptome data, we constructed cDNA libraries and performed four digital gene expression (DGE) analyses using sequencing reads from the libraries to compare the gene expression profiles of a sweet potato cultivar challenged with pathogenic Fob and identify a set of genes involved in the defense response to Fob. The comparisons will provide a better understanding of the molecular mechanisms underlying the defense response of sweet potato to Fob.

## Materials and methods

### Plant and pathogen materials, treatment and RNA extraction

Two sweet potato cultivars were used as the plant materials: Jinshan57 (JS57, highly resistant to Fusarium wilt) and XinZhongHua (XZH, highly susceptible to Fusarium wilt). JS57 was used as a highly resistant control (disease index of 14.7), whereas XZH was used as a highly susceptible control (disease index of 100) to identify resistance to Fusarium wilt [4].

The virulent pathogen fungus *Fusarium oxysporum* f. sp. *batatas*07 (F07) was used. F07 was isolated from sweet potato with Fusarium wilt and stored at -20°C.

Seedlings of sweet potato were inoculated with F07 or water (as a control). Four samples were prepared as follows: (1) JS57 inoculated with F07 (JS57-F07); (2) JS57 in water (JS57-CK); (3) XZH inoculated with F07 (XZH-F07); and (4) XZH in water (XZH-CK).

The conidia solutions were prepared as follows: F07 was grown on potato sugar agar (PSA) medium in a Petri dish for 8 d at 28°C until the mycelia grew over the surface of the medium. The PSA medium with mycelia was cut into small pieces and transferred into 250-mL conical flasks containing 100 mL of liquid Czapek medium. Each flask containing eight pieces of PSA medium with mycelia was incubated at 28°C for 8 d on a rotary shaker. The liquid medium containing the conidia and mycelia was strained through cheesecloth, and the conidia were collected into clean empty flasks. The conidia concentration of the solution in the flask was determined using a hemocytometer. Prior to incubation, the conidia suspensions were diluted in sterilized distilled water to a concentration of 1 × 10^7^ conidia/mL.

Healthy sweet potato seedlings that were field grown for at least 28 d and had no obvious disease symptoms were freshly cut to a length of 20 cm and cultivated in glass bottles containing conidial solutions of 1 × 10^7^ conidia/mL. Seedlings were cultivated in water as a control. The seedlings were cultivated in growth chambers at 28°C for 24 h, and the basic stems of seedlings with a length of 2 cm were collected as samples. Three independent biological replicates of each treatment were collected and immediately frozen in liquid nitrogen. Total RNA was isolated from each sample using the RNAprepPure Plant Kit (Tianen Biotech, Beijing, China), according to the manufacturer's instructions. RNA degradation was detected by electrophoresis on 1% agarose gels, and the RNA purity was measured by a NanoPhotometer spectrophotometer (IMPLEN, CA, USA). We used the Qubit RNA Assay Kit with a Qubit2.0 Fluorometer (Life Technologies, CA, USA) to determine the RNA concentration. The RNA integrity was confirmed using an RNA Nano 6000 Assay Kit on the Agilent Bioanalyzer 2100 system (Agilent Technologies, CA, USA).

### Library preparation and transcriptome sequencing

The sequencing library was prepared using 3 μg of RNA from each sample and the NEBNextUltra™ RNA Library Prep Kit for Illumina (NEB, USA) according to the manual. Index codes were added to sequences from each sample. In brief, poly-T oligo-attached magnetic beads were applied to purify mRNA from total RNA. Then, fragmentation was conducted in the presence of divalent cations and at higher temperature in NEBNext, First Strand Synthesis Reaction Buffer (5X). We utilized random hexamer primers and M-MuLV Reverse Transcriptase to perform first-strand cDNA synthesis and DNA Polymerase I and RNase H for the second-strand cDNA synthesis. The overhangs were filled to blunt ends by exonuclease/polymerase activity. Then, the 3’ ends of the DNA fragments were adenylated, and NEBNext, Adaptors with hairpin loop structures were ligated to the DNA fragments. cDNA fragments with a size of 150–200 bp were purified with the AMPure XP system (Beckman Coulter, Beverly, USA). The cDNA was then incubated with the USER Enzyme (NEB, USA) at 37°C for 15 min and 95°C for 5min. PCR was performed using Phusion High-Fidelity DNA polymerase with Universal PCR primers and Index (X) Primer. The PCR products were purified with an AMPure XP system. The library quality was evaluated with the Agilent Bioanalyzer 2100 system. The index-coded samples were clustered using the cBot Cluster Generation System with the TruSeq PE Cluster Kit v3-cBot-HS (Illumina) according to the manual. The library preparations were then sequenced on an Illumina HiSeq 2500 platform. The resultant datasets are available in the NCBI Gene Expression Omnibus repository under GEO Series accession number GSE89290 (https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE89290).

### Quality control and de novo assembly

The data produced using the Illumina HiSeq 2500 platform were transferred into raw reads (raw data) using base calling. The raw reads were initially processed via in-house Perl scripts [25], and the reads containing adapters or N (indefinite base) higher than 10%as well as low-quality reads were then removed. The remaining high-quality clean reads were used to determine the error rate, Q20, Q30, GC content and sequence duplication level. The clean data were also used to perform the following bioinformatics analyses. According to Haas et al. [25], the clean reads were concatenated into two files. The left files (read1 files) from all libraries/samples were pooled into a large left.fq file, and the right files (read2 files) were pooled into a large right.fq file. The transcriptome assembly was obtained based on the left.fq and right.fq using Trinity [26] for de novo assembly, with a minimum kmer coverage of two and default setting for all other parameters.

### Gene functional annotation

The functions of the assembled transcripts were annotated by searching their sequences against the following databases:

NR (NCBI non-redundant protein sequences, http://www.ncbi.nlm.nih.gov) with an E-value cutoff of 1e-5;

Nt (NCBI non-redundant nucleotide sequences, http://www.ncbi.nlm.nih.gov) with an E-value cutoff of 1e-5;

PFAM (Protein family, http://pfam.sanger.ac.uk/) with an E-value cutoff of 1e-2;

KOG/COG (Clusters of Orthologous Groups of proteins, http://www.ncbi.nlm.nih.gov/COG/) with an E-value cutoff of 1e-3; and

Swiss-Prot (A manually annotated and reviewed protein sequence database, http://www.ebi.ac.uk/uniprot/) with an E-value cutoff of 1e-5.

Based on the annotations in NR and PFAM, Blast2GO (v2.5) was used to obtain the GO annotations (http://www.geneontology.org) according to the molecular function, biological process and cellular component ontologies [27]. The Automatic Annotation Server and the Kyoto Encyclopedia of Genes and Genomes (KEGG) pathway database (http://www.genome.jp/kegg) were used to generate pathway assignments with an E-value cutoff of 1e-5.

### Differential expression analysis

The analysis of differential expression between the four groups was performed with the DESeq R package (1.10.1). The resulting P-values were adjusted according to Benjamini and Hochberg’s approach for controlling the false discovery rate. Genes with an adjusted P-value <0.05, as determined by DESeq, were regarded as differentially expressed.

### Experimental validation

Five genes were examined using real-time quantitative PCR (Q-PCR) to confirm their expression levels using FPKM, and the primers (Table 1) were designed using software Primer 5 and synthesized by Invitrogen. The primer sequences are listed in Table 1. A total of 1 μg of total RNA was used to synthesize the cDNA using the Prime Script RT Reagent Kit (Takara, DaLian, China) in a 20-μL reaction mixture. qRT-PCR was performed on a StepOnePlus™ Real-Time PCR System (Thermo Fisher Scientific), and the sweet potato GAPDH gene [28] was used as the endogenous reference control. All reference and selected genes were measured in triplicate.

**Table 1:** Sequences of primers used in the qRT-PCR analysis.

Sample	Gene ID	Primers	Primer sequences
JS57	C52297	F	CCCTTCATTCCCTTTCCACC
		R	CGAGTTCTTCGTCGCCGTTA
	C51550	F	TTTGTTTCTTCCACCTCTGT
		R	ATGCACGAATATCGCCTTAG
	C47391	F	TGTTGGGTCTGATAGTATTG
		R	CTCTTCCCTTTATTCTTCTG
XZH	C55420	F	CAGCCCAATAATCCAAGCAC
		R	GCATCACATCGGACCCTAAC
	C56184	F	TACCAATCAAAGGCTCACAA
		R	CCACCTAAAGGCACCAAGAC
Reference	GAPDH	F	GCAGGAACCCGGAAGAGATT
		R	GCAGCCTTGTCCTTGTCAGTG

Each reaction had a total volume of 20 μL and contained 2 μL of cDNA, 0.2 μL (10 μmol L^-1^) of gene-specific primers and 0.1 μL of CXR SYBR Green Master Mix. The real-time quantitative PCR program was 95°C for 10 min followed by 40 cycles of95°C for 15 s, 55°C for 20 s and 72°C for 30 s. The data were processed with Excel 2007(Microsoft, WA, USA).

## Results

### RNA-Seq and de novo transcriptome assembly

To comprehensively generate the transcriptome and obtain insights into the molecular mechanisms involved in the resistance of sweet potato to Fusarium wilt, the total RNA from the stems of the highly resistant cultivar JS57 and highly susceptible cultivar XZH was isolated. The RNAs were equally mixed to create an RNA pool for the cDNA library, and a database of the sweet potato stem transcriptome was then generated through Illumina HiSeq^TM^ 2500 sequencing. 

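For the assembly pool, the authors deposited an estimated read count and an FPKM value for each unigene. The sample description states that the pool mixes RNA of all 5 sample groups, and 1 of these groups carries the name of F04, a nonpathogenic strain. The pool held 33627860 estimated counts over 101988 unigenes. At least 1 count was found for 95414 unigenes, which is 93.55% of the total. A minimum of 10 counts left 44693 unigenes (43.82%), and an FPKM of at least 0.3 left 95000 (93.15%). Of the 6573 unigenes without a count in the pool, 6466 had a count in at least 1 of the 15 DGE libraries. The pool was sequenced as 1 library, so these counts have no replicate error, and 3 of its counts correspond to 0.089 CPM, the count scaled to the library total.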

The deep sequencing produced 91,366,006 sequence reads with a length of 100 bp each and an average GC content of 45.10%. After removing adaptors, primer sequences, poly-A tails and short and low-quality sequences, 89,944,188 (98.44%, 11.24 Gbp) high-quality reads with Q≥20 were retained and used for the assembly.

Due to the absence of a sequenced genome, all trimmed and cleaned reads were aligned and assembled using Trinity [29], yielding a set of 146,859 transcript sequences that were longer than 201 bp with an N50 length of 1371 bp and 101,988 unigenes with an average length of 666 bp and an N50 length of 1079 bp. 

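The length of each unigene was estimated from its read counts and FPKM values over the 15 DGE libraries, since an FPKM value is the count divided by the total and by an effective length. An FPKM sum of at least 5 gave a usable estimate for 79989 unigenes, and the other 21999 were left out. The effective lengths ran from 151.6 to 15526.1 bp. An offset of 49 bp, set so that the shortest unigene has the length the paper gives, was added to each, which put the longest at 15575.1 bp. The mean length was 724.2 bp, the median 445.4 bp and the N50 1093.9 bp. Of the unigenes with an estimate, 35768 were longer than 501 bp, which is 44.7% of those with an estimate and 35.1% of all unigenes. Lengths over 1 kb were estimated for 17188 unigenes. Unigenes with few reads had no estimate, so these figures describe the more highly expressed part of the assembly.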

The length of the assembled unigenes varied from 201 to 15,576 bp, and more than 36.6% of these unigenes were longer than 501 bp, consistent with previously reported transcriptome data from sweet potato (Tables 2 and 3, Fig 1) [24, 30, 31].

**Fig 1:**
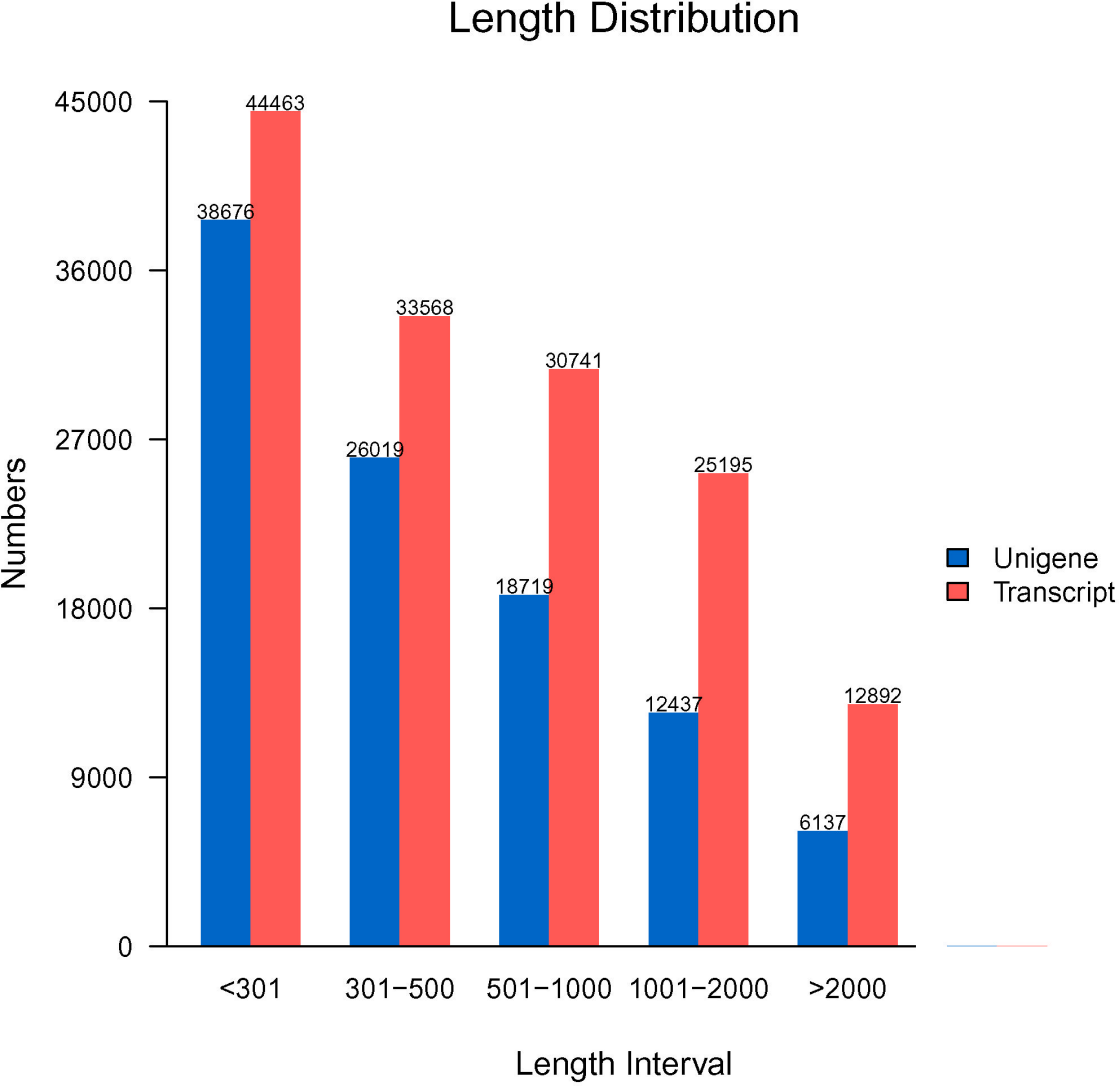
Length distribution of the assembled transcripts and unigenes in sweet potato. The horizontal axis represents the length intervals of the transcripts and unigenes, and the vertical axis represents the number of transcripts and unigenes.

**Table 2:** Frequency of the length distribution of the assembled transcripts and unigenes.

Transcript length interval	200–500 bp	500–1 kb	1–2 kb	>2 kb	Total
Number of transcripts	78031	30741	25195	12892	146859
Number of unigenes	64695	18719	12437	6137	101988

**Table 3:** Length distribution of the assembled transcripts and unigenes.

	Min Length	Mean Length	Median Length	Max Length	N50	N90	Total Nucleotides
Transcripts	201	812	459	15576	1371	314	119187574
Unigenes	201	666	367	15576	1079	267	67942174

The lack of a reference sweet potato genome sequence is a barrier to identifying candidate genes involved in disease resistance. The overview of the gene expression profile of sweet potato challenged with Fob obtained in this study offers abundant sequence data for identifying candidate genes associated with defense against Fusarium wilt.

### Functional annotation

To annotate the obtained unigenes, we performed a BLASTX search against the NR NCBI protein databases with a cutoff E-value of 10^−5^ based on sequence similarity. In total, 62,605 unigenes were detected (Table 4) that had good comparability with known gene sequences in at least one database, corresponding to approximately 61.38% of the total unigenes; 8,683 (8.51%) unigenes were annotated in all databases, including NR, NCBI non-redundant nucleotide sequences (NT), KO, Swiss-Prot, Protein Family (PFAM), Gene Ontology (GO) and Eukaryotic Ortholog Groups (KOG). As shown in Fig 2, the species that provided the best BLASTX matches (first hit) was *Nicotiana tomentosiformis* (19.1%), with more than 10,000 genes having high homology, followed by *Solanum lycopersicum*, *Naegleria gruberi*, *Coffea canephora* and *Solanum tuberosum*. However, more than half of the unigenes matched other species.

**Fig 2:**
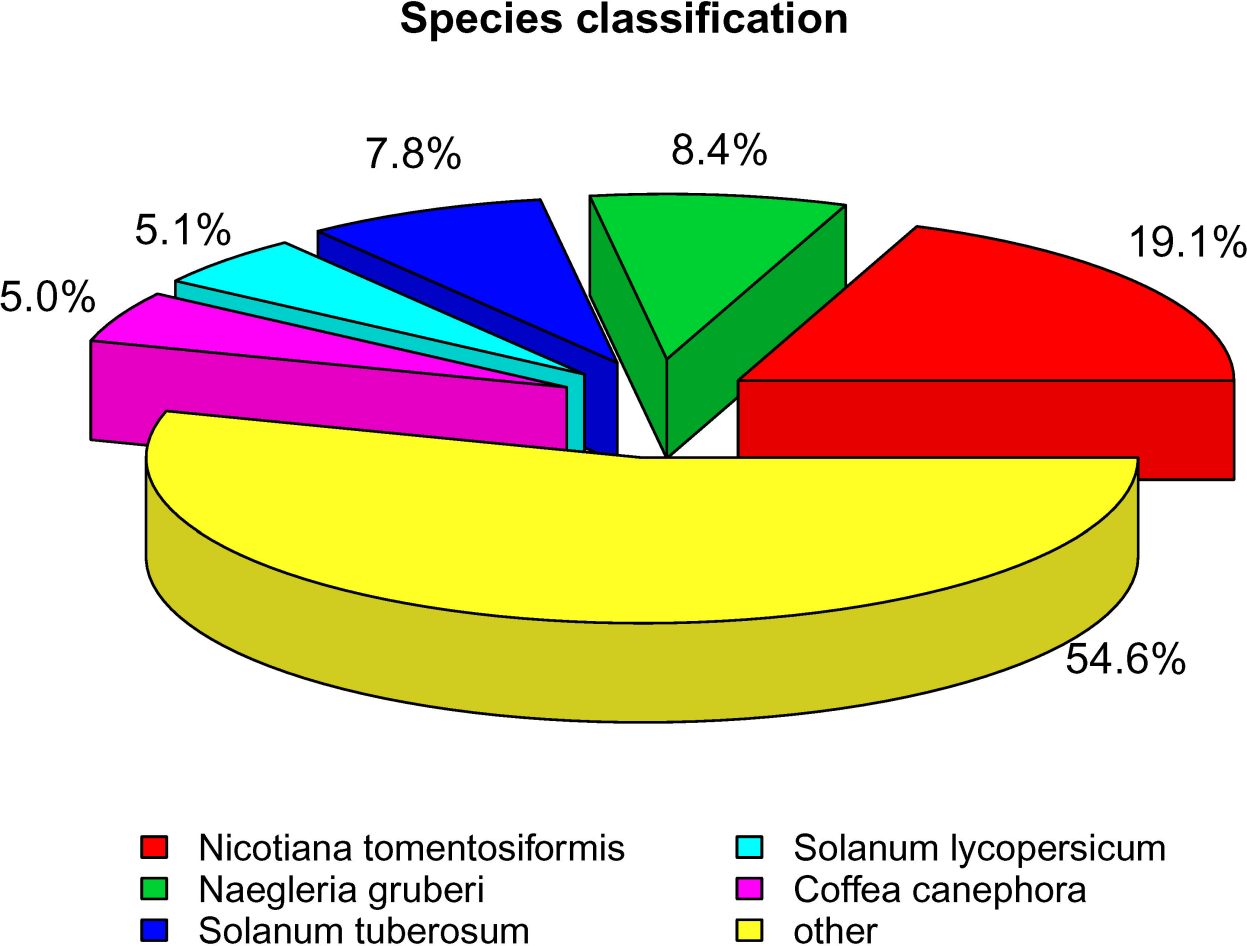
Species distribution of the BLASTX matches of the transcriptome unigenes. This figure shows the species distribution of the unigene BLASTX matches against the NR protein database (cutoff E-value of E<10^−5^) and the proportions of each species.

**Table 4:** Statistics of unigenesannotated in public databases.

Search item	Number of unigenes	Percentage (%)
Annotated in NR	56,362	55.26
Annotated in NT	32,361	31.73
Annotated in KO	19,578	19.19
Annotated in Swiss-Prot	38,491	37.74
Annotated in PFAM	38,592	37.83
Annotated in GO	40,918	40.12
Annotated in KOG	22,613	22.17
Annotated in all databases	8,683	8.51
Annotated in at least one database	62,605	61.38
Total unigenes	101,988	100

### GO and KOG classifications

GO classifications offer an ontology of defined terms representing the properties of gene products [18]. According to the results of a BLASTX search against the NR protein database, 40,918 genes (40.1%) were assigned to at least one GO term and were categorized into 46 classes. To better review the GO classifications involving these genes, each GO term was further clustered into its parent term. Ultimately, the classes were clustered into 45 functional groups and three major classifications (Fig 3), and the term “binding” (GO: 0005488) in molecular function represented the largest group (23,444 unigenes), followed by “cellular process” (GO: 0009987) in biological process (23,339 unigenes), “metabolic process” (GO: 0008152) in biological process (23,146 unigenes), and “catalytic” (GO: 0003824) in molecular function (19,536). The smallest groups included the terms “hormone secretion” (GO: 0046879) in biological process (2), “symplast” (GO: 0055044) in cellular component (5), “nucleoid” (GO: 0009295) in cellular component (7) and “synapse” (GO: 0045202) in cellular component (11) (Fig 3).

**Fig 3:**
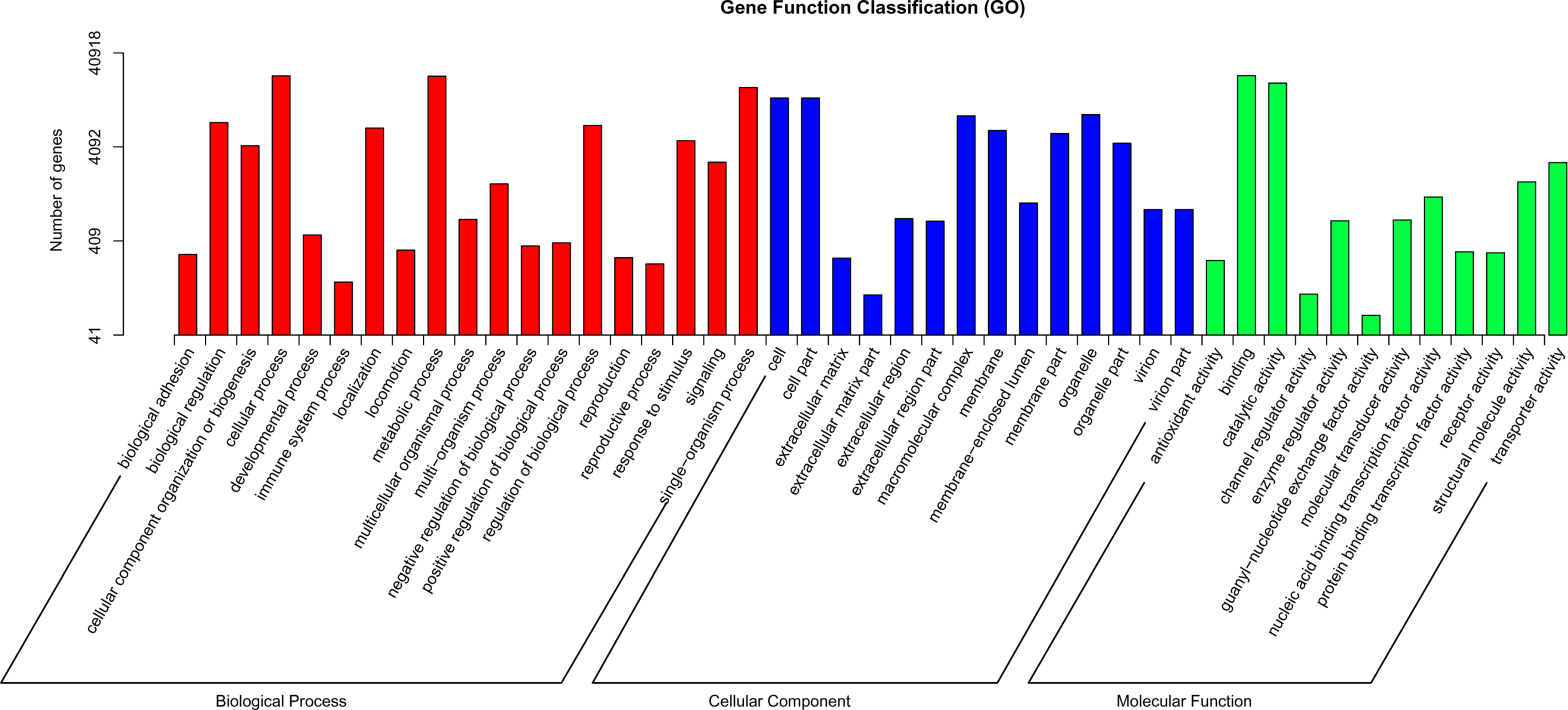
Histogram of GO classifications. The percentages indicate the proportion of unigenes with the GO annotations.

A phylogenetic classification was performed using COG databases to classify the potential functions. In total, 22,613 genes were aligned to 26 functional classes (Fig 4). The two largest cluster groups were “general function prediction only” (3,374, 14.9%) and “posttranslational modification, protein turnover, chaperones” (3,299, 14.6%). Interestingly, 122 genes were aligned to the “defense mechanisms” cluster, which is helpful for understanding the mechanisms of resistance to Fusarium wilt in sweet potato.

**Fig 4:**
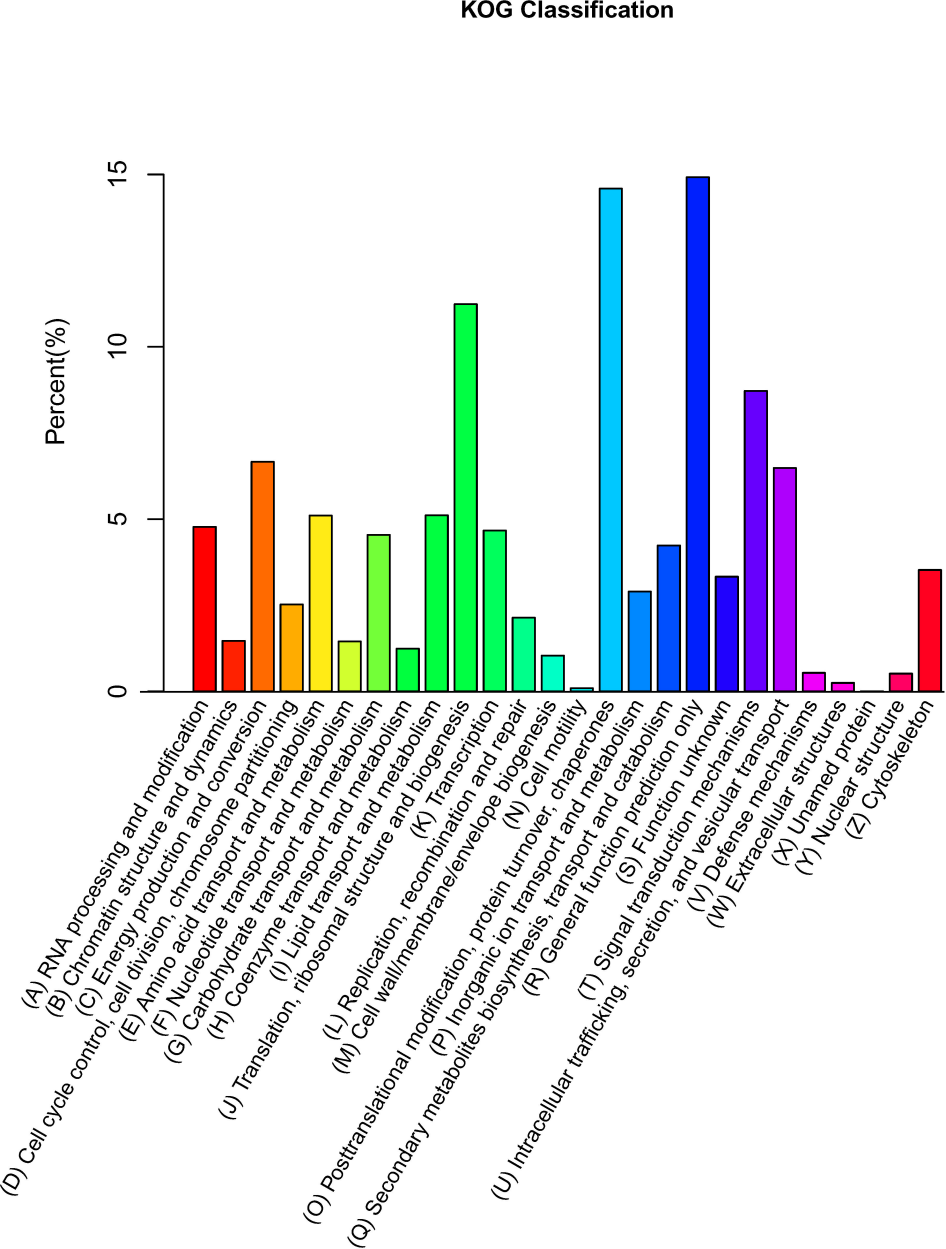
Histogram of the COG classification in sweet potato. The horizontal axis represents the names of the COGs, and the vertical axis represents the proportion of the group of the total number. In total, 22,613 sequences had COG classifications across 25 categories.

### KEGG pathway mapping

The KEGG database is widely used as a reference database of pathway networks for the integration and interpretation of large-scale datasets generated using high-throughput sequencing technology and is helpful for obtaining a better understanding of the functions of genes that are up- or down-regulated in response to the Fusarium wilt pathogen [18]. A BLASTX search against the KEGG protein database was performed using a cutoff E-value of e-5. In total, 19,578 distinct gene sequences were assigned to 276 KEGG pathways. The pathways most represented by unique sequences included translation (2,560 genes), signal transduction (2,089 genes) and carbohydrate metabolism (1,963 genes) (Fig 5). The KEGG annotations reveal the specific enrichment of pathways and the mechanisms involved in the response to Fob infection in sweet potato.

**Fig 5:**
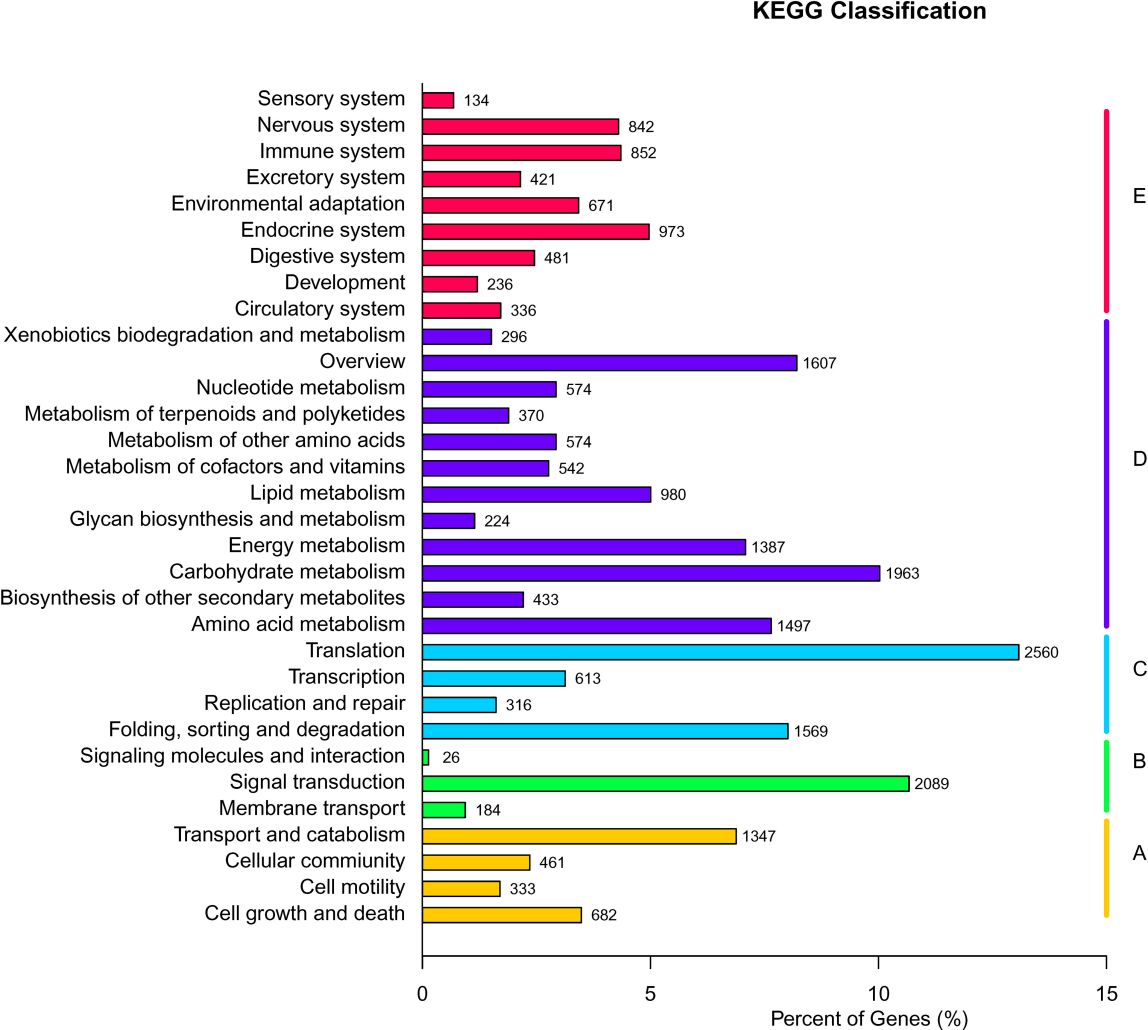
Histogram of KEGG clusters in sweet potato.

### Gene expression profile of sweet potato in response to Fob

The library was prepared using 3 μg of RNA from each sample, and sequencing was performed on an Illumina HiSeq 2500 platform. 

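The DGE data comprised 15 libraries in 5 groups of 3 biological replicates. Stems of the resistant cultivar JS57 and of the susceptible cultivar XZH were taken 24 h after inoculation with the pathogenic strain F07 or after incubation in water (CK). A further JS57 group carries the name of the nonpathogenic strain F04, which the paper does not report on. For each library the authors deposited an estimated read count per unigene, without normalization, and an FPKM value. About 5% of the counts were not whole numbers, so counts were rounded before testing. Total counts ran from 10533213 to 14868690 per library, with a median of 12258768. The group medians were 11721052 in JS57-CK, 12092324 in JS57-F07, 13372454 in JS57-F04, 12616808 in XZH-CK and 12935345 in XZH-F07. At these totals, 3 counts correspond to 0.202 to 0.285 CPM, and such floors cover counting error only. The inoculum fields of the sample descriptions name F04 for the JS57 libraries titled CK and water for those titled F04. The source names and the series design go with the titles. Libraries are named here by their titles, as in the paper.
Pearson's r of log2(CPM + 1) was computed across unigenes, which are not independent replicates, for each of the 105 pairs of libraries. JS57-F07 replicate 1 was nearest to XZH-F07 replicate 1 (r = 0.994), against a mean r of 0.952 with the other JS57-F07 libraries. XZH-F07 replicate 2 was nearest to JS57-F07 replicate 3 (r = 0.995), against 0.956 with its own group. JS57-CK replicate 2 had r = 0.994 with both of these, XZH-F07 replicate 2 and JS57-F07 replicate 3, and a mean r of 0.946 with the other JS57-CK libraries. The highest value, 0.996, was between XZH-CK replicates 1 and 2. Counting noise alone gives a chi-square of 1 per degree of freedom between a pair of libraries. It was 1.06 for XZH-CK replicates 1 and 2, 1.09 for JS57-F07 replicate 3 and JS57-CK replicate 2, 1.11 for JS57-F07 replicate 3 and XZH-F07 replicate 2, 1.14 for JS57-CK replicate 2 and XZH-F07 replicate 2, and 1.14 for JS57-F07 replicate 1 and XZH-F07 replicate 1. These values cover unigenes with whole counts that sum to 20 to 200 in the pair, a range set after looking at the data. Over all unigenes with a sum of at least 20 they were 1.21, 1.29, 1.31, 1.52 and 3.64 in the same order. The other pairs within a group had 2.12 to 12.86 on the first measure.

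**Figure D1:**
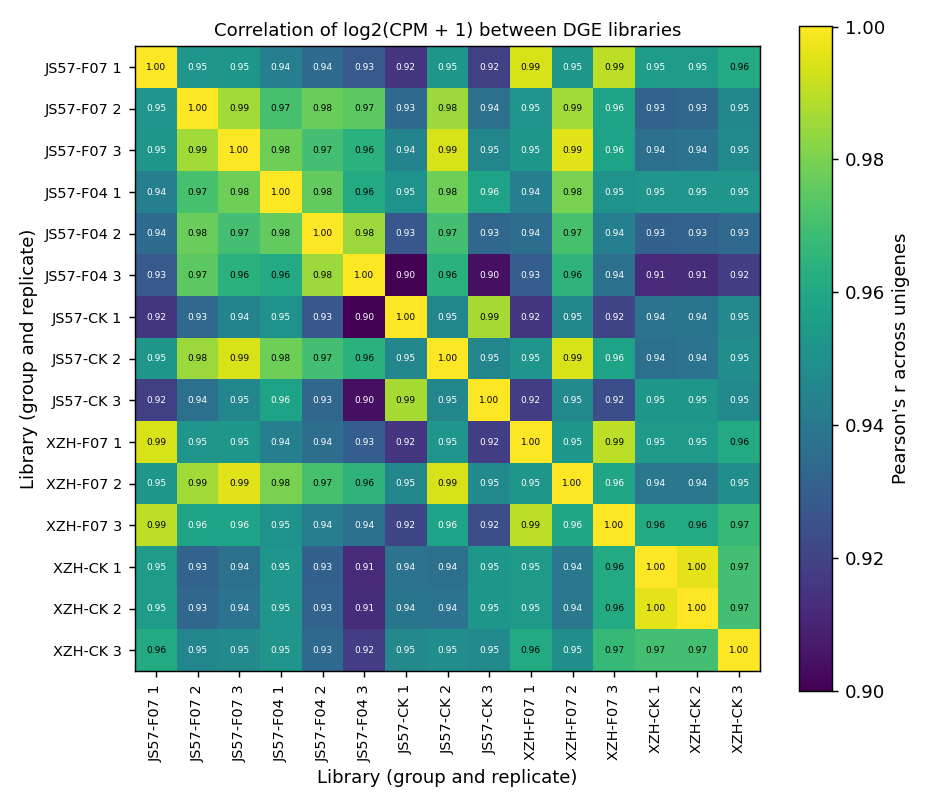
Pearson's r between each of the 15 DGE libraries, from log2(CPM + 1) across unigenes, with the libraries ordered by group and replicate on both axes and colour for r. JS57-F07 replicate 1 has r = 0.994 with XZH-F07 replicate 1, XZH-F07 replicate 2 has 0.995 with JS57-F07 replicate 3, and JS57-CK replicate 2 has 0.994 with XZH-F07 replicate 2.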

The number of unambiguous tags in each library was normalized to the expected number of fragments per kilobase of transcript per million base pairs sequenced (FPKM), and the differentially expressed genes were then compared between different libraries. The DESeq R package (1.10.1) was used to analyze the differential expression between two groups using samples with three biological replicates [32]. DESeq provides a statistical approach for determining differential expression of digital gene expression data using a model based on the negative binomial distribution. 

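Each comparison was tested with edgeR's quasi-likelihood F-test on the rounded counts of the 6 libraries of the groups compared, with TMM normalization, and genes with a Benjamini-Hochberg adjusted p-value under 0.05 were counted. Genes with low counts were left out by edgeR's filterByExpr, with a minimum count of 10. On simulated counts with 200 changed genes and a fold change of 4, this test at 3 libraries per group recovered 199 of them with 4 false calls. The simulation used a fixed dispersion and changed only unigenes with higher mean counts. It held no library that resembles another group, so this recovery does not carry over to the real groups. Replicates are numbered from 1 to 3 in the sample titles, and the paper does not state that equal numbers belong together. The numbers were not used as a block. Deviations from the group mean were compared across 41910 unigenes. Those of JS57-F07 and JS57-CK libraries had a mean correlation of 0.06 for equal numbers and -0.04 for different numbers. For XZH-F07 and XZH-CK these values were -0.03 and 0.02. They were 0.27 and -0.21 for JS57-F07 and XZH-F07, where a replicate block gave no gene either, with 270 at an unadjusted p under 0.05. The check cannot rule out pairing. Deviations in a group sum to 0, which ties the values for equal and different numbers together. Some libraries also lay nearest to a library of another group.
A second set of values came from 4 libraries per cultivar and was chosen after seeing the data, following wider searches over other sets of libraries. The printed fold changes of Table 6 were compared with those of each of the 49 sets of 1 to 3 F07 and 1 to 3 CK libraries of the cultivar, with a tolerance of 0.1 on the log2 scale. JS57-F07 replicates 2 and 3 against JS57-CK replicates 1 and 3 matched most in the JS57 column, and XZH-F07 replicates 1 and 3 against XZH-CK replicates 1 and 2 in the XZH column. These are called the Table 6-matched libraries. They leave out JS57-F07 replicate 1, JS57-CK replicate 2, XZH-F07 replicate 2 and XZH-CK replicate 3, whereas the paper states that each group had 3 biological replicates and gives no reason for leaving any out. Because they were chosen by their fold changes, the counts and adjusted p-values from them describe that choice and are not an independent test. Unigenes were also called JS57-only or XZH-only from the libraries titled CK and F04, with limits set after looking at the data. JS57-F07 replicate 1 held 0% of the JS57-only and 99.5% of the XZH-only unigenes. XZH-F07 replicate 2 held 100% and 0% in the same order. Both may come from the other cultivar, and the groups of 3 libraries include them.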

Genes with an adjusted P-value <0.05 were considered differentially expressed.

A comparison of the differentially expressed genes between the libraries revealed that many genes were up- or down-regulated in both sweet potato cultivars after inoculation with Fob. Notably, the number of up-regulated genes was higher than the number of down-regulated genes. 

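With all 3 libraries per group, up-regulated genes outnumbered down-regulated genes in XZH, with 1034 against 143 at an adjusted p under 0.05, while no gene passed in JS57. At an unadjusted p under 0.05, 965 genes were higher and 2088 lower in JS57-F07 than in JS57-CK, and 3433 were higher and 2173 lower in XZH-F07 than in XZH-CK. The order in JS57 depended on the test. The exact test after DESeq had 2662 higher and 1528 lower, DESeq2 1326 and 2271, and limma 2218 and 1998. In XZH, limma reversed the order at an unadjusted p under 0.05, with 2874 higher and 4114 lower. DESeq2 (3804 and 1498) and the exact test after DESeq (6459 and 962) kept it. At an adjusted p under 0.05, limma had 1636 up and 448 down in XZH, and all 5 groups in one fit had 1 up and 4 down. With edgeR on the libraries that match Table 6, defined above, 5338 genes were up-regulated and 4794 down-regulated in JS57, and 7066 and 3273 in XZH.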

In the JS57 cultivar, the expression of 6,454 genes was affected by F07 inoculation (JS57-F07 library); of these genes, 3,843 and 2,611 were up-regulated and down-regulated, respectively, compared with the control (JS57-CK library). 

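Among the 34076 genes tested between JS57-F07 and JS57-CK (n = 3 libraries each), 0 were up-regulated and 0 down-regulated at an adjusted p under 0.05. The smallest adjusted p was 0.523, and 3053 genes had an unadjusted p under 0.05. The median standard error of the log2 fold change was 0.34. JS57-F07 replicate 1 held 0% of the JS57-only unigenes, so the group may mix cultivars and the lack of genes is not a clear negative. Without JS57-CK replicate 2, the library that had r = 0.994 with JS57-F07 replicate 3, 4678 genes were up-regulated and 3377 down-regulated. Leaving out any other of the 6 libraries gave no gene, with 539 to 2893 at an unadjusted p under 0.05. With the JS57 libraries whose inoculum field says water as the control, 171 genes were up-regulated and 44 down-regulated. DESeq2 and an exact negative binomial test after DESeq, both on all 6 libraries, gave no gene, with 3597 and 4190 at an unadjusted p under 0.05. In the 4 Table 6-matched libraries, edgeR counted 5338 up-regulated and 4794 down-regulated genes, and the exact test after DESeq counted 4171 and 2623, 6794 in all.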

In the XZH cultivar, the expression of 6,826 genes was affected by inoculation with F07 (XZH-F07 library); of these genes, 5,552 and 1,274 genes were up-regulated and down-regulated, respectively, compared with the control (XZH-CK).

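Among the 34903 genes tested between XZH-F07 and XZH-CK (n = 3 libraries each), 1034 were up-regulated and 143 down-regulated, 1177 in all, and 5606 genes had an unadjusted p under 0.05. DESeq2 counted 2414 and 493, and the exact test after DESeq 2711 and 148. With the replicate number of the titles as a replicate block, no gene passed, with 4434 at an unadjusted p under 0.05, while the pairing check gave a mean correlation of -0.03 for equal and 0.02 for different numbers. XZH-CK replicates 1 and 2 differed by little more than counting noise. Summed as 1 sample, an alternative chosen after seeing the data, they left no gene past the threshold and 4371 at an unadjusted p under 0.05. Leaving out each of the 6 libraries in turn gave from 0 to 3738 up-regulated genes and from 0 to 1026 down-regulated genes, the highest counts without XZH-CK replicate 3. In that fit, as in the Table 6-matched libraries, XZH-CK replicates 1 and 2 are the whole control, so its spread is little more than counting noise and these counts run too high if the pair is 1 sample. The Table 6-matched libraries gave 7066 and 3273 genes with edgeR, and 5877 and 1041 with the exact test after DESeq, 6918 in all. Among genes past the threshold that averaged at least 32 CPM and whose 3 F07 libraries all lay on the same side of the 3 controls, the largest rises were those of c23730-g1 (log2 fold change 7.28, standard error 1.10) and c47899-g1 (6.02, standard error 0.74). With each library left out in turn, c23730-g1 ran from 6.68 to 13.52 and c47899-g1 from 5.47 to 6.60. The unigene c23730-g1 had 0, 0 and 2.16 TMM-normalized CPM in XZH-CK replicates 1 to 3. The largest falls were those of c64462-g1 (-2.82, standard error 0.33) and c50201-g1 (-2.46, standard error 0.44). Their annotation was not analysed here. No gene of JS57 met the same rule. The difference in response between the cultivars, tested as an interaction over 40061 genes of the 12 libraries, gave no gene at an adjusted p under 0.05 and 3574 at an unadjusted p under 0.05 with edgeR, and 292 genes at an adjusted p under 0.05 with DESeq2. These groups follow the titles, although XZH-F07 replicate 2 held 0% of the XZH-only unigenes. JS57-F07 replicate 1 likewise held 0% of the JS57-only unigenes. The edgeR result therefore does not show that the cultivars respond alike.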

### Experimental validation by qRT-PCR

To confirm the reliability of the Illumina Solexa sequencing data and the differential DGE results, five unigenes were selected for quantitative RT-PCR assays: c47391-g1, c51550-g2, c52297-g1, c54420-g2 and c56184-g1. 

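Table 1 lists c52297-g1 and c51550-g2 under JS57, and c56184-g1 under XZH together with C55420, taken here as the c54420-g2 of the text. The DGE values were computed in both cultivars. The log2 fold change of c52297-g1 was 1.39 (standard error 1.04) in JS57 and 1.20 (0.45) in XZH. That of c51550-g2 was 1.60 (0.59) and 2.08 (0.42). For c54420-g2 the values were 0.95 (0.61) and 1.66 (0.28), and for c56184-g1 1.65 (0.76) and 3.01 (0.82). All 4 genes had a positive log2 fold change in both cultivars, and in the cultivar of Table 1 it was 1.39, 1.60, 1.66 and 3.01. Of these, c54420-g2 in XZH passed an adjusted p of 0.05 (0.0343 from edgeR), though no XZH gene did with XZH-CK replicates 1 and 2 summed. The adjusted p of c51550-g2 in XZH was 0.0577 from edgeR. In JS57-CK replicate 2 the TMM-normalized CPM of the 4 genes lay near those of JS57-F07. For c52297-g1 they were 3.46, 56.3 and 4.23 in JS57-CK replicates 1 to 3, against 55.9 ± 8.94 (SD, n = 3) in JS57-F07. For JS57, the Table 6-matched libraries gave log2 fold changes of 3.68, 2.34, 2.09 and 2.97, and those of XZH gave 0.89, 2.85, 1.53 and 4.77. With the libraries whose inoculum field says water as the JS57 control, all 4 turned negative in JS57: c52297-g1 to -0.15, c51550-g2 to -0.38, c54420-g2 to -0.42 and c56184-g1 to -0.76. By title, source name and series design those libraries are F04, so this may not be a water control. The paper states that qRT-PCR gave the same tendency as the DGE analysis for these genes in both cultivars.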

The results revealed the same expression tendency observed in the DGE analysis in both cultivars (Fig 6). qRT-PCR indicated that c52297-g1, c51550-g2, c54420-g2 and c56184-g1 were up-regulated by 4.88-, 2.30-, 3.85- and 2.12-fold after infection with Fob, respectively, whereas these were found to be up-regulation by 1.40-, 1.62-, 1.71- and 3.1-fold according to the DGE results, respectively. 

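The unigene c47391-g1, listed under JS57 in Table 1, had 2.06 ± 1.14 (SD, n = 3) TMM-normalized CPM in JS57-F07 and 7.68 ± 4.92 in JS57-CK, a log2 fold change of -1.95 (standard error 0.71, adjusted p = 0.523 from edgeR). In XZH it had 2.48 ± 0.624 after inoculation and 8.48 ± 2.07 in the control, a log2 fold change of -1.86 (standard error 0.29, adjusted p = 0.0315 from edgeR). It was lower in each XZH-F07 library than in each XZH-CK library. With each library left out in turn the log2 fold change ran from -2.49 to -1.50 in JS57 and from -2.05 to -1.66 in XZH. The Table 6-matched libraries gave -2.94 in JS57 and -1.46 in XZH. In the JS57 libraries whose inoculum field says water, c47391-g1 had 4.23, 1.63 and 0.57 TMM-normalized CPM, against 3.34, 1.18 and 1.66 in JS57-F07. These values overlap, and no clear fall was seen against that control.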

The unigene c47391-g1 was down-regulated 33.19-fold according to the qRT-PCR results but by 1.93-fold according to the DGE results.

**Fig 6:**
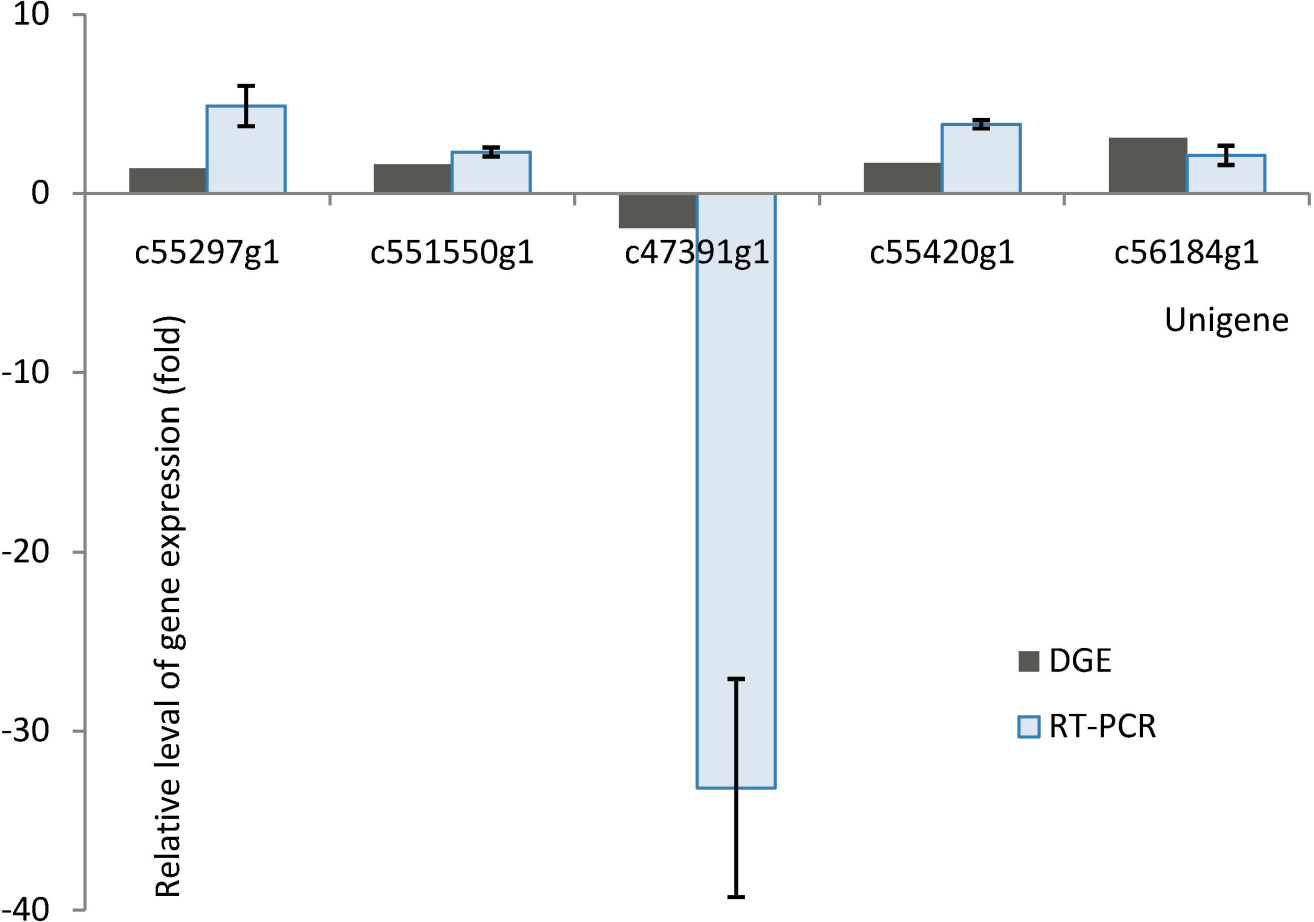
qRT-PCR validation of the Fob-induced fold-changes detected using RNA-Seq. Standard error bars are shown for the fold-changes determined by qRT-PCR.

### Identification of related genes involved in the defense response

We identified a set of differentially expressed genes involved in the defense response by comparing the commonalities and differences in the libraries of the highly resistant and highly susceptible cultivars upon Fob infection. These genes, include chitin elicitor receptor kinase 1 (CERK), mitogen-activated protein kinase (MAPK), WRKY, NAC, MYB, and ethylene-responsive transcription factor (ERF), as well as resistance (R) genes, pathogenesis-related (PR) genes and genes involved in the salicylic acid (SA) and jasmonic acid (JA) signaling pathways, and the total number of defense-related genes and the differentially expressed genes are shown in Table 5.

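Table 6 prints 30 fold changes for JS57 and 27 for XZH. Each was recomputed from the mean counts of the 2 groups after normalization by median-ratio size factors, with 0.01 added to each mean. With all 3 libraries per group, 1 of the 30 JS57 values and 10 of the 27 XZH values lay within 0.1 of the printed value on the log2 scale. With the Table 6-matched libraries, 24 of the 30 and 19 of the 27 did. The next best set of libraries gave 13 in JS57 and 17 in XZH. The other 6 values of the JS57 column, those of c50623-g1, c33599-g2, c52292-g3, c5221-g1, c56584-g1 and c66373-g2, matched the ratio of JS57-CK to XZH-CK over all 3 libraries each, which none of the 24 matched. The paper's text makes this comparison for c50623-g1, c52292-g3 and c5221-g1. The other 8 values of the XZH column matched XZH-F07 against XZH-CK over all 3 libraries each. Of the genes that the paper names, with edgeR on all 3 libraries per group, none of the 53 tested in JS57 and 12 of the 51 tested in XZH had an adjusted p under 0.05. No XZH gene did with XZH-CK replicates 1 and 2 summed, which limits each XZH adjusted p from edgeR given below. With edgeR on the Table 6-matched libraries, whose choice rests on these fold changes, the direction over all 3 libraries was kept for all named genes with a value in those libraries but 4 in JS57 and 6 in XZH. There was no value for c35430-g1 in JS57 and for c33599-g2, c5221-g1 and c56584-g1 in XZH.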

**Table 5:** Number of defense-related and differentially expressed genes identified in the response to Fob infection.

Related genes	Gene numbers involved	Significant differential expression	Ratio of differentially expressed genes to total (%)
CERK 1	5	2	40.0
MAPK	66	6	9.1
JA signaling	14	2	14.3
SA signaling	25	4	16.0
ERF	40	14	35.0
WRKY	123	8	6.5
NAC	20	2	10.0
MYB	22	1	4.5
R genes	94	3	3.2
PR genes	57	7	12.3

#### CERK 1 genes

CERk1 is a PRR in host plants that plays a crucial role in chitin perception in the immune response against fungal pathogens [33]. We identified two differentially expressed CERK1 genes (Table 6): c60044-g1 (putative CERK1-like) and c62516-g1 (putative CERK1). c60044-g1 was up-regulated in both JS57-F07 and XZH-F07. 

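The unigene c60044-g1 had 7.48 ± 1.32 (SD, n = 3) TMM-normalized CPM in XZH-F07 and 3.4 ± 0.869 in XZH-CK, a log2 fold change of 1.04 (standard error 0.26, adjusted p = 0.0993 from edgeR). It was higher in each XZH-F07 library than in each XZH-CK library. In JS57-F07 replicates 1 to 3 it had 7.28, 5.96 and 5.35 CPM, and in JS57-CK replicates 1 to 3 0.71, 6.09 and 0.47. The log2 fold change in JS57 was 1.35 (standard error 0.91, adjusted p = 0.564 from edgeR), and with each library left out in turn it ran from 0.86 to 3.33. The Table 6-matched libraries gave 3.19 in JS57 and 1.37 in XZH. With the libraries whose inoculum field says water as the JS57 control it was -0.13. The raw counts ranged from 6 to 85 per library in JS57.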

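In JS57-F07 the unigene c62516-g1 had 3.77, 0.84 and 1.94 TMM-normalized CPM in replicates 1 to 3, and in JS57-CK 26.2, 2.32 and 21.3. Its log2 fold change was -2.99 (standard error 0.98, adjusted p = 0.523 from edgeR), and it stayed between -3.64 and -2.50 with each library left out in turn. In the Table 6-matched libraries it was -4.17, while with the libraries whose inoculum field says water as the control it was 0.20. In XZH the log2 fold change was -1.05 (standard error 0.44, adjusted p = 0.313 from edgeR). From the fall in JS57-F07 the paper proposes a complicated interaction between sweet potato and Fob.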

Interestingly, c62516-g1 was down-regulated in the highly resistant cultivar JS57-F07, suggesting a complicated interaction between sweet potato and Fob.

**Table 6:** Differentially expressed genes involved in the defense response against Fob infection.

	Gene ID	Blast annotation	JS57-F07 vs JS57-CK	XZH-F07 vs XZH-CK
CERK	c60044-g1	CERK1 [*A*. *thaliana*]	3.2	1.4
	c62516-g1	CERK1-like [*N*. *tomentosiformis*]	-4.1	
MAPK	c51382-g1	Wound-induced MAPK [*N*. *glutinosa*]		0.9
	c54598-g1	MAPK 20 isoform X1 [*N*. *tomentosiformis*]		0.7
	c58290-g1	MAPK [*I*. *batatas*]		1.3
	c58750-g5	MAPK 9 [*N*. *tomentosiformis*]	0.8	1.1
	c65078-g2	MAPK 6 isoform X1 [*N*. *tomentosiformis*]	-1.2	
	c66053-g1	Receptor protein kinase [*R*. *communis*]	-1.8	
JA signaling	c43470-g1	Jasmonic acid 2 [*S*. *lycopersicum*]	3.0	
	c52478-g1	Jasmonate O-methyltransferase [*B*. *rapa*]		-0.9
SA signaling	c56489-g2	Salicylic acid-binding protein 2 [*N*. *benthamiana*]	-1.3	
	c57992-g1	Salicylic acid-binding protein 2-like [*N*. *tomentosiformis*]	-3.2	
	c58625-g1	UDP-glycosyltransferase 74F2-like [*N*. *tomentosiformis*]		-2.0
	c65549-g1	UDP-glycosyltransferase 74F2-like [*N*. *tomentosiformis*]	1.3	-0.7
ERF	c33996-g1	Ethylene-responsive-element-binding protein [*S*. *lycopersicum*]	2.6	
	c45744-g1	Ethylene response factor 3 [*S*. *lycopersicum*]		0.8
	c51416-g2	Ethylene response factor 4 [*S*. *lycopersicum*]		1.2
	c52634-g1	Ethylene response factor 2 [*N*. *tomentosiformis*]		1.3
	c53488-g1	Ethylene response factor 13 [*A*. *thaliana*]	1.2	0.9
	c55705-g1	Ethylene response 2 [*A*. *thaliana*]	2.2	
	c57791-g1	Ethylene-responsive factor [*C*. *chinense*]	3.6	0.6
	c58358-g1	Ethylene response factor 13 [*C*. *arabica*]	1.9	
	c58425-g1	Ethylene receptor homolog [*N*. *tabacum*]	2.0	
	c60985-g1	Ethylene-responsive transcription factor ERF027 [*A*. *thaliana*]		1.6
	c61066-g1	Ethylene-responsive-element-binding factor 5 [*P*. *hybrida*]		-1.0
	c61066-g2	Ethylene response factor 14 [*A*. *deliciosa*]	2.6	
	c64410-g1	Ethylene response factor 1 [*I*. *batatas*]		0.7
	c65518-g1	Ethylene-insensitive protein 3 [*N*. *tabacum*]	0.7	0.5
WRKY	c54420-g2	WRKY61 [*N*. *tomentosiformis*]		1.7
	c56135-g1	WRKY75 [*N*. *tomentosiformis*]		1.6
	c57247-g1	WRKY22 [*C*. *roseus*]	1.8	1.6
	c60589-g1	WRKY71 [*A*. *thaliana*]		1.3
	c64728-g1	WRKY6 [*A*. *thaliana*]		1.1
	c46250-g1	WRKY56 [*A*. *thaliana*]		-2.1
	c50623-g1	WRKY48-like [*S*. *tuberosum*]	-1.4	
	c33599-g2	Protein containing a WRKY-binding domain	3.4	
NAC	c51550-g2	NAC29 [*A*. *thaliana*]		2.1
	c52292-g3	NAC7-like [*M*. *acuminata*]	-3.7	
MYB	c5221-g1	*Ipomoea batatas* IbMYB1-2b	4.6	
PR protein	c35430-g1	PR-1 type-like [*P*. *dactylifera*]		2.1
	c40413-g1	PR class 4 [*Prunus dulcis*]	3.5	
	c42566-g1	PR-4 [*P*. *mume*]	3.2	
	c47344-g1	PR-4A-like isoform X1 [*C*. *arietinum*]	-1.5	
	c54564-g1	PR-1 [*N*. *tomentosiformis*]	-1.5	
	c55964-g1	PR-10 [*N*. *benthamiana*]	5.9	2.6
	c58341-g1	PR-1 type-like [*P*. *dactylifera*]	0.8	
R gene	c56584-g1	NBS-coding resistance protein [*A*. *thaliana*]	9.8	
	c66373-g2	Late blight resistance protein homolog R1B-14 [*N*. *tomentosiformi*s]	-1.8	
	c56383-g1	Resistance gene analog [*I*. *batatas*]		2.4

Note: Significant differences (FDR≤0.001) in relative levels and |log2.Fold-change|≥1 are shown in boldface. FDR, false discovery rate. log2.Fold-change, log2-fold-changes using the ratio base 2 logarithm.INF, the adjusted read count of the gene was 0 in the control sample.

#### MAPK signaling genes

MAPK signaling cascades comprise an MAP kinase kinase kinase (MPKKK), an MAP kinase kinase (MPKK or MAP2K), and an MAP kinase(MPK) that are transduced from the receptor to downstream targets as a signal to sequentially activate the expression of defense-related genes [34]. We identified 66 MAPK-related genes, of which six were differentially expressed. 

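Of the 6 MAPK-related genes in Table 6, 4 had a positive log2 fold change in JS57 and 4 in XZH over all 3 libraries per group. In XZH, c51382-g1 passed an adjusted p of 0.05, with 28.9 ± 3.53 (SD, n = 3) TMM-normalized CPM in XZH-F07 and 16 ± 0.32 in XZH-CK and a log2 fold change of 0.76 (standard error 0.13, adjusted p = 0.0375 from edgeR). This pass was lost, like that of every XZH gene, with XZH-CK replicates 1 and 2 summed. The largest log2 fold change in XZH was that of c58290-g1, 2.14 (standard error 0.48, adjusted p = 0.0766 from edgeR). That of c58750-g5 was 0.70 in XZH and 0.47 in JS57. None of the 6 passed in JS57, where the lowest adjusted p was 0.523 and the log2 fold changes ran from -1.29 to 0.47. The value of c54598-g1 in XZH, 0.06, was within its standard error of 0.35, and its CPM were 129, 129 and 301 in XZH-CK replicates 1 to 3. Both c65078-g2 and c66053-g1 fell in the Table 6-matched libraries of JS57: they fell by 1.27 and 1.77 on the log2 scale. With the libraries whose inoculum field says water as the control these became 0.21 and 0.02.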

MAPKs have attracted much attention because these genes are involved in the induction and coordination of hormone-dependent and hormone-independent plant responses against necrotrophic fungal pathogens [34].

#### Genes associated with the SA and JA signaling pathways

The plant hormones SA and JA are major defensive players in the regulation of signaling networks underlying resistance to pathogens [35]. SA plays an extensive signaling role in plants, particularly in the defense against biotrophic/hemibiotrophic pathogens, by inducing cell death, activating the expression of defense-related genes, and provoking systemic acquired resistance (SAR) [36, 37]. We identified 20 genes that were associated with the SA pathway (Table 5), and four of these genes were differentially expressed. 

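The 4 genes of SA signaling in Table 6 had log2 fold changes from -2.81 to 0.65 in JS57 and from -1.78 to 1.31 in XZH over all 3 libraries per group, and none had an adjusted p under 0.05 in either cultivar. The lowest value in JS57 was that of c57992-g1, -2.81 (standard error 0.78, adjusted p = 0.523 from edgeR), with CPM of 1.46, 1.18 and 2.21 in JS57-F07 and 17, 2.14 and 13.5 in JS57-CK replicates 1 to 3. The unigene c56489-g2 fell by 1.37 on the log2 scale in JS57 (standard error 0.45). For c65549-g1 the log2 fold change was 0.59 in JS57 and -0.20 in XZH, the latter within its standard error of 0.33. JS57 values in the Table 6-matched libraries were -3.24 for c57992-g1, -1.35 for c56489-g2 and 1.26 for c65549-g1. With the libraries whose inoculum field says water as the JS57 control, c57992-g1 rose to 0.45 and c65549-g1 fell to -0.53.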

Two unigenes, c21763-g1 and c39777-g1, were up-regulated in XZH-F07, and both were annotated as S-adenosyl-L-methioninesalicylic acid carboxyl methyltransferase (SAMT), which has been implicated in disease resistance responses in rice [38]. 

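The unigene c21763-g1 had 3.94 ± 1.55 (SD, n = 3) TMM-normalized CPM in XZH-F07 and 0.389 ± 0.071 in XZH-CK, a log2 fold change of 3.21 (standard error 0.42, adjusted p = 0.0269 from edgeR). For c39777-g1 they were 2.33 ± 1.43 and 0.15 ± 0.0821, a log2 fold change of 3.80 (standard error 0.67, adjusted p = 0.0405 from edgeR). Both genes were higher in each XZH-F07 library than in each XZH-CK library. The raw counts were low, from 4 to 64 per library for c21763-g1 and from 1 to 45 for c39777-g1. With each library left out in turn the log2 fold change stayed from 2.88 to 3.45 for c21763-g1 and from 3.20 to 4.24 for c39777-g1. In JS57 the log2 fold changes were 0.31 (standard error 1.11) and 0.01 (1.03), and both changed sign when single libraries were left out.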

The unigene c58625-g1 was down-regulated in XZH-F07 and annotated as UDP-glycosyltransferase (UDPG), which might influence the accumulation of free SA, leading to changes in the resistance of the host plant [39].

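In XZH-F07 the unigene c58625-g1 had 7.39 ± 2.48 (SD, n = 3) TMM-normalized CPM, and in XZH-CK replicates 1 to 3 it had 32.1, 29.9 and 8.79. Its log2 fold change was -1.78 (standard error 0.53, adjusted p = 0.156 from edgeR) and ran from -2.16 to -1.48 with each library left out in turn. The Table 6-matched libraries gave -1.95. In JS57 the log2 fold change was 0.65 (standard error 0.42, adjusted p = 0.556 from edgeR), and -1.49 with the libraries whose inoculum field says water as the control. The paper proposes that this gene influences the accumulation of free SA.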

JA-dependent signaling is effective against necrotrophic pathogens [35], and we identified two differentially expressed JA metabolism-related genes that were annotated as jasmonic acid 2 and jasmonate O-methyltransferase. These genes might play an important role in defense against the necrotrophic phase of Fob infection.

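The unigene that Table 6 annotates as jasmonic acid 2, c43470-g1, had 9.76, 12.6 and 9.03 TMM-normalized CPM in JS57-F07 replicates 1 to 3 and 1.51, 7.55 and 1.17 in JS57-CK replicates 1 to 3. Its log2 fold change in JS57 was 1.60 (standard error 0.70, adjusted p = 0.523 from edgeR), with 2.95 in the Table 6-matched libraries and -0.79 with the libraries whose inoculum field says water as the control. In XZH it was -0.15, within its standard error of 0.44. The unigene annotated as jasmonate O-methyltransferase, c52478-g1, had a log2 fold change of -0.56 (standard error 0.30, adjusted p = 0.443 from edgeR) in XZH, -0.89 in the Table 6-matched libraries, and -0.22 (standard error 0.27) in JS57.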

#### WRKY transcription factor genes

In total, 123 WRKY genes were identified. 

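Table 6 lists 8 WRKY genes, of which c33599-g2 was below the filter for testing in XZH. In XZH, 6 of them had an adjusted p under 0.05 from edgeR over all 3 libraries per group, and in JS57 none did, with 0.523 as the lowest adjusted p. None of the 6 passed when XZH-CK replicates 1 and 2, a pair close to counting noise, were summed. The log2 fold changes over all 3 libraries ran from -2.19 to 1.66 in XZH and from -1.18 to 1.33 in JS57. In the Table 6-matched libraries, 6 had an adjusted p under 0.05 in XZH and 6 in JS57.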

Of these 123 WRKY genes, ten (8.1%) were significantly differentially expressed in at least one comparison (Tables 4 and 5). The WRKY transcription factors belong to a large family of transcriptional regulators that are almost exclusively expressed in plants. These transcription factors have diverse biological functions and play important roles in the defense response and hormone-controlled processes by acting as transcriptional activators or repressors that regulate major changes in plants during the early phases of root colonization with fungi [40–42].

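Over all 3 libraries per group, the log2 fold changes in XZH were 1.66 for c54420-g2 (adjusted p = 0.0343 from edgeR), 1.58 for c56135-g1 (0.0183), 1.50 for c57247-g1 (0.0269), 1.24 for c60589-g1 (0.0281) and 1.07 for c64728-g1 (0.0305), with standard errors from 0.15 to 0.28. Each of the 5 genes was higher in each XZH-F07 library than in each XZH-CK library. None of the 5 passed with XZH-CK replicates 1 and 2 summed. In JS57 the log2 fold changes were 0.95, 1.28, 0.72, 1.33 and 0.85 in the same order, with standard errors from 0.50 to 0.79 and adjusted p-values from 0.527 to 0.595. In JS57-CK replicate 2 all 5 genes lay near the JS57-F07 level: c56135-g1, for example, had 6.83, 50.5 and 7.28 TMM-normalized CPM in JS57-CK replicates 1 to 3 and 65.4, 45.4 and 46.7 in JS57-F07. For JS57, the Table 6-matched libraries gave 2.09, 2.64, 1.79, 2.68 and 1.71. Those of XZH gave 1.53, 1.66, 1.47, 1.49 and 0.92. With the libraries whose inoculum field says water as the JS57 control, c54420-g2 and c64728-g1 turned negative and the others kept their sign. In those libraries c56135-g1 had 41.8, 40.8 and 63.5 TMM-normalized CPM, within or near the range of JS57-F07. The interaction of cultivar and inoculation passed an adjusted p of 0.05 for 0 of the 40061 genes tested over all 12 libraries, and 3574 genes had an unadjusted p under 0.05, while DESeq2 found 292. Since the groups follow the titles and may mix cultivars, the edgeR result does not show that the cultivars respond alike.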

Five unigenes (c54420-g2, c56135-g1, c57247-g1, c60589-g1, and c64728-g1) were exclusively up-regulated in XZH-F07 and were identified as putative WRKY61, WRKY75, WRKY22, WRKY71 and WRKY6, respectively, all of which are related to the defense response. In *Arabidopsis*, the WRKY61 gene plays a role in reducing the symptom severity of turnip crinkle virus disease and is associated with plant immunity pathways [43]. WRKY 75 plays a role in decreasing the severity of bacterial soft rot disease and activates a subset of defense-related genes in Chinese cabbage, similar to *Arabidopsis* [44]. WRKY22, WRKY71 and WRKY6 are all involved in rice defense responses. WRKY22 also plays a role in the resistance response to blast [45], and WRKY 71 functions as a transcriptional regulator upstream of OsNPR1 and OsPR1b in defense signaling pathways [46]. WRKY6 positively regulates defense responses by increasing SA concentrations through activation of the SA biosynthesis-related gene OsICS1 [47]. The unigene c46250-g1 was annotated as putative WRKY56 and was exclusively down-regulated in XZH-F07; however, the function of the WRKY56 gene remains unclear. 

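The unigene c46250-g1 had 1.16 ± 0.435 (SD, n = 3) TMM-normalized CPM in XZH-F07 and 4.98 ± 0.787 in XZH-CK, a log2 fold change of -2.19 (standard error 0.36, adjusted p = 0.0325 from edgeR). In JS57 it had 1.63, 0.756 and 0.922 in JS57-F07 and 3.11, 0.686 and 3.45 in JS57-CK replicates 1 to 3, a log2 fold change of -1.18 (standard error 0.68, adjusted p = 0.534 from edgeR), and -2.02 in the Table 6-matched libraries.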

The unigene c50623-g1 was annotated as a putative WRKY48-like gene, and its expression level was significantly lower in JS57-CK than in XZH-CK. 

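In JS57-CK the unigene c50623-g1 had 21.2 ± 3.5 (SD, n = 3) TMM-normalized CPM, and in XZH-CK 54 ± 5.45. JS57-CK against XZH-CK gave a log2 fold change of -1.38 (standard error 0.18, adjusted p = 0.00624 from edgeR), and with each of the 6 libraries left out in turn it stayed from -1.47 to -1.27. Every JS57-CK library was below every XZH-CK library. Between JS57-F07 and JS57-CK the log2 fold change was 0.67 (standard error 0.28, adjusted p = 0.523 from edgeR).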

WRKY48 was identified as a negative regulator of PR gene expression and basal resistance against the bacterial pathogen *P*. *syringae* in *Arabidopsis* [48]. The unigene c33599-g2 was annotated as a putative WRKY gene because its coding protein contains a WRKY-binding domain, and the expression level of WRKY in JS57-F07 was 3.4-fold higher than that in ZXH-F07, indicating an important role in the defense response.

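The unigene c33599-g2 had 0.685, 3.02 and 3.04 TMM-normalized CPM in JS57-F07 replicates 1 to 3 and 0.166, 2.08 and 0.523 in XZH-F07 replicates 1 to 3. The log2 fold change of JS57-F07 against XZH-F07 was 1.28 (standard error 0.97, adjusted p = 1 from edgeR) and ran from 0.79 to 2.67 with each library left out in turn. The raw counts were between 2 and 36 per library. In the Table 6-matched libraries, which leave out JS57-F07 replicate 1 and XZH-F07 replicate 2, it was 3.12. The 2 control groups had 3.17 ± 0.84 (SD, n = 3) in JS57-CK and 0.298 ± 0.326 in XZH-CK. Between JS57-F07 and JS57-CK the log2 fold change was -0.54 (standard error 0.58). From the level in JS57-F07 the paper concludes that the gene has an important role in the defense response.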

#### NAC transcription factor genes

NAC transcription factors are a large family of transcriptional regulators that play crucial roles in plant immune responses, basal defense, and SAR [49]. We identified 20 NAC transcription factor genes, and only two (10%) of these genes were significantly differentially expressed in at least one comparison (Table 5). The unigene c51550-g2 was annotated AS NAC29, and its expression level increased in XZH-F07. 

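The unigene c51550-g2 had 79.8 ± 27.1 (SD, n = 3) TMM-normalized CPM in XZH-F07 and 17.8 ± 9.2 in XZH-CK. Its log2 fold change was 2.08 (standard error 0.42, adjusted p = 0.0577 from edgeR), and it was higher in each XZH-F07 library than in each XZH-CK library. In JS57 the log2 fold change was 1.60 (standard error 0.59, adjusted p = 0.523 from edgeR). It was 2.85 in XZH and 2.34 in JS57 in the Table 6-matched libraries.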

NAC29 plays important roles in senescence processes and responses to salt and drought stresses in wheat [50]; however, there are no studies of the function of this gene in disease resistance. The other unigene, c52292-g3, was annotated as a NAC7-like gene, and its expression level was 3.7-fold lower in JS57-CK than in XZH-CK, indicating that this gene is also a negative regulator of the defense response.

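In JS57-CK the unigene c52292-g3 had 0.792 ± 0.474 (SD, n = 3) TMM-normalized CPM, and in XZH-CK 9.97 ± 0.633. The log2 fold change of JS57-CK against XZH-CK was -3.65 (standard error 0.42, adjusted p = 0.00501 from edgeR) and stayed from -4.28 to -3.38 with each library left out in turn. Between JS57-F07 and JS57-CK it was 2.26 (standard error 1.27, adjusted p = 0.53 from edgeR), with 10.4, 1.18 and 0.277 CPM in JS57-F07 replicates 1 to 3. Without JS57-F07 replicate 1, the library nearest to XZH-F07 replicate 1, this value was -0.15. From the lower level in JS57-CK the paper concludes that the gene is a negative regulator of the defense response.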

#### ERF genes

ERFs are responsible for generating tolerance to stress in plants. Most ERFs are transcriptional activators, although some act as transcriptional repressors [51]. We identified 40 ERFs, of which 14 were differentially expressed. These were all up-regulated, except forc61066-g1 (putative ERF 5), indicating that most ERFs are activated in response to Fob invasion. 

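Of the 14 ERFs in Table 6, 11 had a positive log2 fold change in JS57 and 10 in XZH over all 3 libraries per group. Among those with a printed value, 8 of 8 were positive in JS57 and 8 of 9 in XZH, all but c61066-g1. The values of the 14 ran from -0.26 to 1.98 in JS57 and from -0.99 to 2.3 in XZH. An adjusted p under 0.05 from edgeR was reached by c61066-g1 in XZH and by no other ERF in either cultivar. In JS57 the highest value was that of c33996-g1, 1.98 (standard error 0.47, adjusted p = 0.523 from edgeR). The unigene c57791-g1 had 154, 113 and 103 TMM-normalized CPM in JS57-F07 and 4.44, 99.4 and 12.8 in JS57-CK replicates 1 to 3, a log2 fold change of 1.67 (standard error 1.03). The highest value in XZH was that of c60985-g1, 2.30 (standard error 0.67, adjusted p = 0.152 from edgeR), which had 8.72, 38 and 9.76 CPM in XZH-F07 replicates 1 to 3. Several of these values were small enough to change sign with the setting, among them c55705-g1, c57791-g1 and c58425-g1 in XZH and c51416-g2, c61066-g1 and c64410-g1 in JS57. Positive values numbered 12 of the 14 in JS57 and 12 in XZH in the Table 6-matched libraries. The paper concludes that most ERFs are activated in response to Fob invasion.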

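The unigene c61066-g1 had 134 ± 17.2 (SD, n = 3) TMM-normalized CPM in XZH-F07 and 250 ± 21.3 in XZH-CK, a log2 fold change of -0.99 (standard error 0.15, adjusted p = 0.0301 from edgeR). The value stayed from -1.09 to -0.91 with each library left out in turn. In JS57 the gene had 116 ± 33.5 after inoculation and 116 ± 9.32 in the control, a log2 fold change of -0.04 (standard error 0.24, adjusted p = 0.949 from edgeR). The paper proposes that this gene is a negative regulator of disease resistance in sweet potato.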

The gene c61066-g1 was annotated as ERF5 and was down-regulated in XZH-F07, indicating that this gene may be a negative regulator of disease resistance in sweet potato. This finding is consistent with results in *Arabidopsis* indicating that ERF5 negatively regulates chitin signaling and plant defense against the fungal pathogen *Alternaria brassicicola* [52].

#### MYB transcription factor genes

The transcription factor MYB family of proteins is large and functionally diverse in all eukaryotes and plays crucial roles in the interaction of regulatory networks that control development, metabolism and the response to biotic or abiotic stresses [53]. 

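The unigene c5221-g1 had 0.71, 1.2 and 1.88 TMM-normalized CPM in JS57-CK replicates 1 to 3 and 0, 0.0775 and 0.0745 in XZH-CK replicates 1 to 3. The raw counts were between 0 and 24 per library, below the filter on low counts, so the gene was not tested with the others. Without that filter the log2 fold change of JS57-CK against XZH-CK was 4.38 (standard error 0.82). Between JS57-F07 and JS57-CK it was -0.84 (standard error 0.81, adjusted p = 0.654 from edgeR). In XZH-CK replicate 1, where no read was counted, 3 counts would correspond to 0.23 CPM.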

The unigene c5221-g1 was annotated as IbMYB1 and was expressed at a 4.6-fold higher level in Js57-CK than in XZH-CK, indicating its important potential function in the defense response. In sweet potato, MYB1 (IbMYB1) stimulates the accumulation of anthocyanin pigmentation in the tuberous roots of sweet potato and the leaves of tobacco and arabidopsis [54–56]. IbMYB1 also improves tolerance and enhances secondary metabolism in transgenic potatoes [57].

#### PR genes

PR proteins are induced in plants upon attack by various pathogens and stresses and perform diverse functions, including plant defense, disease resistance, and antifungal activity [58]. PR proteins play important roles in hypersensitive responses and most likely contribute to SAR [59]. We identified 57 PR genes, of which seven were differentially expressed in at least one comparison and were annotated as PR-1-, PR-4- and PR-10-type proteins (Table 5). 

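Table 6 lists 7 PR genes, of which c35430-g1 was below the filter for testing in JS57. None of those tested had an adjusted p under 0.05 from edgeR over all 3 libraries per group, with 0.523 as the lowest in JS57 and 0.111 in XZH. The log2 fold changes ran from -0.84 to 1.76 in JS57 and from -0.26 to 2.2 in XZH. In JS57, 5 of the 7 were positive, and the highest value was that of c35430-g1, with raw counts from 0 to 26 and a standard error of 1.07. The unigenes c40413-g1 and c42566-g1 had 0.355, 4.12 and 0.235 and 1.33, 8.41 and 0.626 TMM-normalized CPM in JS57-CK replicates 1 to 3, against 3.25 ± 0.313 (SD, n = 3) and 8.31 ± 1.32 in JS57-F07. Their log2 fold changes were 1.04 (standard error 0.99) and 1.26 (0.87), 3.44 and 3.15 in the Table 6-matched libraries, and -1.94 and -2.08 with the libraries whose inoculum field says water as the control. The unigenes c47344-g1 and c54564-g1 fell by 0.72 and 0.84 on the log2 scale in JS57 (standard errors 0.48 and 0.46), and with that control they rose by 0.17 and 1.53. The most highly expressed, c58341-g1, had 660 ± 89.3 in JS57-F07 and 420 ± 129 in JS57-CK, a log2 fold change of 0.62 (standard error 0.25). For c35430-g1 in XZH the log2 fold change was 0.47 (standard error 0.87).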

PR-1-type proteins appear to be hallmarks of activation of the hypersensitive response and SA-dependent SAR pathways [60]. The PR-4 protein is one of the less well-studied of the 17 PR protein groups and is considered an endochitinase with chitinase activity [61] and a bifunctional enzyme with both RNase and DNase activities [62]. We identified three genes that were annotated as PR-4 type proteins, but further studies are required to better understand their functions. The gene c55964-g1 was annotated as PR-10 and was up-regulated 5.9-foldin JS57-F07, which is markedly higher than the 2.6-fold increase in expression observed in XZH-F07, indicating its important function in the defense against Fob in sweet potato and consistent with its function in peanut [63].

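The unigene c55964-g1 had 272, 315 and 611 TMM-normalized CPM in JS57-F07 replicates 1 to 3 and 6.92, 639 and 8.54 in JS57-CK replicates 1 to 3. Over all 3 libraries per group, its log2 fold change was 0.87 (standard error 1.60, adjusted p = 0.821 from edgeR). With each library left out in turn it ran from 0.30 to 5.63, the highest without JS57-CK replicate 2. In XZH the gene had 261, 643 and 417 in XZH-F07 and 52.5, 51.1 and 167 in XZH-CK replicates 1 to 3, a log2 fold change of 2.20 (standard error 0.58, adjusted p = 0.111 from edgeR), and each XZH-F07 library was above each XZH-CK library. Over the Table 6-matched libraries it was 5.83 in JS57 and 2.63 in XZH, and with the libraries whose inoculum field says water as the JS57 control it was -0.06. From the larger increase in JS57-F07 the paper concludes that this gene has an important function in the defense against Fob.

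**Figure D2:**
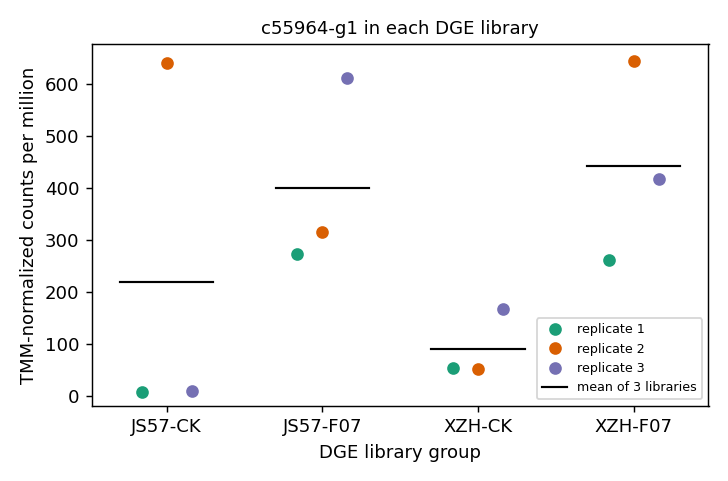
TMM-normalized CPM of c55964-g1 in each DGE library of the 4 groups, on a linear axis from 0, with 1 point per library coloured by replicate and a line at the mean of 3 libraries. JS57-CK replicate 2, at 639, lies above all 3 JS57-F07 libraries, while JS57-CK replicates 1 and 3 are at 6.92 and 8.54.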

#### R genes

According to the gene-for-gene hypothesis, R proteins recognize and interact with effectors and trigger ETI [12]. We identified 94 R genes in the transcriptome, most of which contain a highly conserved domain characterized by an NBS-LRR structure (data not shown). However, only three of these genes were differentially expressed (Table 5). 

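Of the 3 R genes in Table 6, c56383-g1 had an adjusted p under 0.05 in XZH, with 23.5 ± 6.66 (SD, n = 3) TMM-normalized CPM in XZH-F07 and 4.38 ± 2.6 in XZH-CK and a log2 fold change of 2.33 (standard error 0.44, adjusted p = 0.0489 from edgeR). Like every XZH gene, it did not pass with XZH-CK replicates 1 and 2 summed. In JS57 it had 14.4, 18.1 and 25.7 in JS57-F07 and 0.887, 25.5 and 1.57 in JS57-CK replicates 1 to 3. The log2 fold change was 1.06 (standard error 1.15). It ran from 0.52 to 3.90 with each library left out in turn and was 4.06 in the Table 6-matched libraries. The unigene c66373-g2 had 4.37, 1.68 and 0.83 in JS57-F07 and 1.69, 1.29 and 1.57 in JS57-CK, a log2 fold change of 0.56, within its standard error of 0.63. In the control groups c66373-g2 had 1.51 ± 0.205 in JS57-CK and 5.23 ± 0.418 in XZH-CK.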

Interestingly, the unigene c56584-g1 was identified as a putative NBS-coding R protein that was up-regulated 9.8-fold in JS57-F07, indicating a crucial role in the defense response.

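The unigene c56584-g1 had 0.171, 26.9 and 34.7 TMM-normalized CPM in JS57-F07 replicates 1 to 3 and 20.3, 32.9 and 19.7 in JS57-CK replicates 1 to 3. The log2 fold change of JS57-F07 against JS57-CK was -0.29 (standard error 1.18, adjusted p = 0.925 from edgeR), and with each library left out in turn it ran from -0.86 to 0.30. Without JS57-F07 replicate 1, the library nearest to XZH-F07 replicate 1, it was 0.30, and in the Table 6-matched libraries 0.55 (adjusted p = 0.048 from edgeR). The exact test after DESeq on those libraries gave 0.58 (adjusted p = 0.433). In XZH the gene had 0.249, 31.9 and 0.0872 in XZH-F07 and 0, 0.0775 and 0 in XZH-CK replicates 1 to 3. Its counts in XZH were below the filter for testing. Over all 3 libraries of each control group, the log2 ratio of JS57-CK to XZH-CK by median-ratio normalized means was 9.77. From the change in JS57-F07 the paper concludes that this gene has a crucial role in the defense response.

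**Figure D3:**
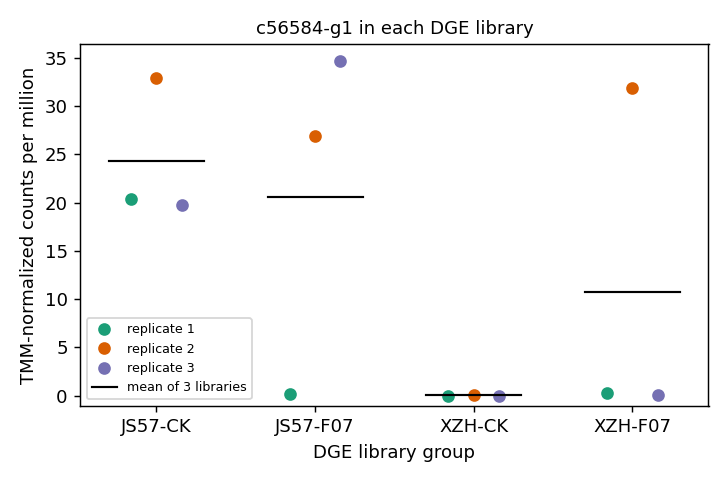
TMM-normalized CPM of c56584-g1 in each DGE library of the 4 groups, on a linear axis, with 1 point per library coloured by replicate and a line at the mean of 3 libraries. The JS57-CK libraries sit at 20.3, 32.9 and 19.7, JS57-F07 replicate 1 at 0.171, and XZH-F07 replicate 2 at 31.9.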

## Discussion

Sweet potato is an important crop worldwide and represents a non-model plant with a large, complex genome [18]. The lack of a reference genome sequence is a barrier to the identification of candidate genes involved in disease resistance. The application of high-throughput sequencing technology can generate a large amount of transcriptome data, which is helpful for gaining an understanding of the mechanism of resistance and identifying related genes.

In the present study, we first characterized the transcriptome profile of sweet potato challenged with Fob. Illumina sequencing generated 89,944,188 clean, high-quality reads that were assembled into 101,988 unigenes with an average length of 666 bp, and 61.38% of these were functionally annotated in the NR protein database. Undoubtedly, the results of our study provide an overview of the gene expression profile of sweet potato challenged with Fob and offer abundant sequence data for the discovery of candidate genes involved in the resistance to Fusarium wilt. A large proportion of the unigenes (18,574 unigenes, 18.2%) are longer than 1 kb, facilitating the discovery of defense-related genes.

Many genes were up- and down-regulated in sweet potato when challenged with Fob. A Venn diagram illustrating the overlap in the differentially expressed genes in the comparisons of JS57-F07 with JS57-CK and XZH-F07 with XZH-CK is shown in Fig 7. There were more up-regulated than down-regulated genes, with 5,552 up-regulated and 1,274 down-regulated genes in XZH and 3,843 up-regulated and 2,611 down-regulated genes in JS57. In contrast, in banana infected with Foc TR4, the numbers of up-regulated and down-regulated genes were almost the same [64]. 

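Over all 3 libraries per group, 1034 genes were up-regulated and 143 down-regulated in XZH, and 0 and 0 in JS57, where 3053 genes had an unadjusted p under 0.05. The interaction of cultivar and inoculation passed for 0 of 40061 genes with edgeR (3574 at an unadjusted p under 0.05) and for 292 with DESeq2, both on all 12 libraries, so this result depends on the test. The groups follow the titles. JS57-F07 replicate 1 held 0% of the JS57-only unigenes and XZH-F07 replicate 2 held 0% of the XZH-only unigenes. With such groups, 0 genes do not show that the cultivars respond alike. The result also depends on the JS57 control: edgeR found 565 genes without JS57-CK replicate 2 and 1536 with the libraries whose inoculum field says water as the control. In the Table 6-matched libraries, edgeR found such a difference for 5469 of 40781 genes, a count that rests on libraries chosen after seeing the data.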

In the two comparisons, 2,438 overlapping differentially expressed up-regulated genes were identified, accounting for 43.91% (2438/5552) and 63.44% (2438/3843) in each comparison. However, only 290 differentially expressed down-regulated genes were detected, accounting for 11.10% (290/2611) and 22.76% (290/1274) in each comparison.

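No gene was up-regulated in both comparisons over all 3 libraries per group, since none passed in JS57, and 216 genes were higher in both at an unadjusted p under 0.05. Without JS57-CK replicate 2, 952 genes were up-regulated in both cultivars, which is 20.35% of the genes up-regulated in JS57 and 92.07% of those in XZH. Among the Table 6-matched libraries edgeR found 3022 shared genes, which is 56.61% of those in JS57 and 42.77% of those in XZH. The exact test after DESeq found 2592 in the same libraries, 62.14% and 44.10%.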

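For down-regulated genes, no gene was shared over all 3 libraries per group, and 292 genes were lower in both cultivars at an unadjusted p under 0.05. The near-identical inoculated libraries named above limit the overlaps over all libraries and without JS57-CK replicate 2 in the same way. Without JS57-CK replicate 2, 94 genes were down-regulated in both, 2.78% of those in JS57 and 65.73% of those in XZH. With the Table 6-matched libraries edgeR found 787 shared genes, 16.42% of those in JS57 and 24.05% of those in XZH, and the exact test after DESeq found 281, 10.71% and 26.99%.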

**Fig 7:**
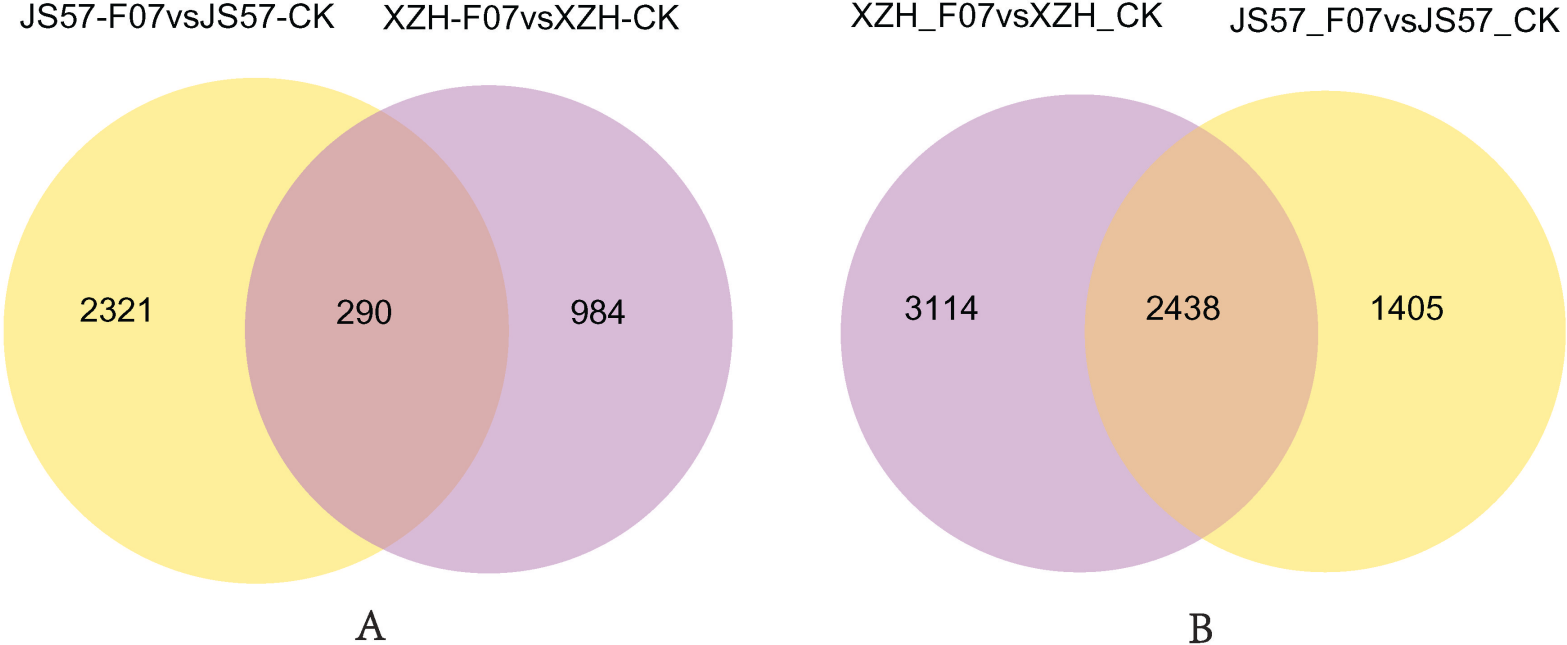
Venn diagram showing overlapping differentially expressed genes in the comparisons of JS57-F07 with JS57-CK and XZH-F07 with XZH-CK.

Plants thrive in certain environments and are continuously challenged by various forms of biotic stresses; thus, plants have evolved sophisticated mechanisms to sense biotic aggressors, activate complex phytohormones signaling networks, stimulate plant immune system responses, and regulate the expression of defense-related genes [34]. We identified a set of defense-related genes, including transcription factors, PR genes, R genes, and genes involved in the SA and JA signaling pathways, in the transcriptome.

PAMPs of fungal pathogens, such as chitin, chitosan and endopolygalacturonase, are perceived by PRRs in host plants and activate PTI [34]. CERK1 is an important PRR that plays a crucial role in chitin perception in *Arabidopsis thaliana* in the immune response against fungal pathogens [33]. We identified two CERK1 genes that were differentially expressed in the examined libraries. Intriguingly, c62516-g1 (putative CERK1-like) was down-regulated 4.1-fold in JS57-F07, indicating that effectors of Fob might suppress the expression of c62516-g1 during colonization, thereby restraining PTI in host plants. However, because JS57 is highly resistant to Fob, this plant must have R genes that recognize the effector and trigger ETI to activate defense responses.

The recognition of pathogens by PRRs in plants triggers MAPK cascades and activates SA, JA or ET signaling pathways, facilitating the mounting of defense responses against invading pathogens and inducing the expression of numerous defense-related genes [34]. SA plays a crucial role in plant-pathogen interactions by activating defense responses and is also involved in inducing SAR [65]. SA activates plant immune responses against biotrophic pathogens, whereas JA activates plant immune responses against necrotrophic pathogens [35]. The JA and SA signaling pathways might interact antagonistically [66] or positively [67]. The crosstalk between SA and JA is controlled by a novel function of cytosolic NPR1 [68] and WRKY transcription factors [69]. As a hemibiotrophic pathogen, the lifestyle of Fob includes an initial biotrophic phase (host cell remains alive) and a necrotrophic phase (host tissue is killed) [70]. The crosstalk between the JA and SA signaling pathways might be more complicated in sweet potato during Fob invasion, and further research is required to better understand the interactions during signal transduction.

Effectors enable pathogens to overcome PTI in host plants, and these factors can be recognized by the corresponding R genes of the host plants, leading to ETI [11]. R proteins play a pivotal role in inducing ETI responses. Most R genes encode NB-LRR proteins [11]. We identified 94 R genes in the transcriptome, and three of these genes were differentially expressed. Interestingly, c56584-g1 (putative NBS-coding resistance protein) was up-regulated 9.8-fold in JS57-F07, indicating its important role in defense responses against Fob. Cloning of the R gene from sweet potato and the effector gene from Fob and further studies of the interaction between these genes are required to elucidate the defense mechanism of sweet potato.

## Conclusions

In the present study, we de novo constructed and characterized the transcriptomes of sweet potato challenged with Fob and identified 101,988 unigenes, generating a broad survey of genes involved in disease resistance. We performed DGE profiling analyses of sweet potato challenged with Fob and calculated the numbers of differentially expressed genes between libraries, identifying several up- and down-regulated genes. A set of candidate genes in sweet potato involved in the disease response to Fusarium wilt were identified, including WRKY and NAC transcription factors, R genes, PR genes and SA pathway-related genes. Some of these genes, such as c56584-g1 (putative R gene) and c55964-g1 (putative PR-10), were significantly up-regulated and implicated in the defense response against Fob. These data provide an understanding of the molecular mechanisms of disease resistance. This sequence resource will be valuable for genetic and genomic studies and will accelerate breeding programs for sweet potato with Fusarium wilt resistance.

## Abbreviations

CERK1: Chitinelicitor receptor kinase 1
MAPK: Mitogen-activated protein kinase
PR: Pathogenesis related
SA: Salicylic acid
ET: Ethylene
JA: Jasmonic acid
DGE: Digital gene expression
ETI: Effector-triggered immunity
Fob: *Fusarium oxysporum f*. *sp*. *batatas*
GO: Gene Ontology
KEGG: Encyclopedia of Genes and Genomes pathway database
PAMPs: Pathogen-associated molecular patterns
PRRs: Pattern recognition receptors
PTI: PAMP-triggered immunity
SAR: Systemic acquired resistance
F07: Strain of *Fusarium oxysporum* f. sp. *batatas* with strong pathogenicity
JS57: JinShan 57 (sweet potato cultivar with high resistance to Fusarium wilt disease)
JS57-F07: Sweet potato cultivar JS57 inoculated with F07
XZH: XinZhongHua (sweet potato cultivar with high susceptibility to Fusarium wilt disease)
XZH-F07: Sweet potato cultivar XZH inoculated with F07

## References

[1] AfuapeSO, NwankwoIIM, OmodamiroRM, EchenduTNC, ToureA. Studies on some important consumer and processing traits for breeding sweet potato for varied end-uses. American Journal of Experimental Agriculture. 2014;4(1):114–24. doi: 10.9734/AJEA/2014/5827

[2] FAOSTAT. Food and Agricultural Organization of the United Nations Crop Production Figures for Sweetpotato, released by FAO Statistics Division, June,18, 2016. Food and agriculture organization of the united nations statistics division. 2014.

[3] FravelD, OlivainC, AlabouvetteC. Fusarium oxysporum and its biocontrol. New Phytologist. 2003;157(3):10 doi: 10.1046/j.1469-8137.2003.00700.x10.1046/j.1469-8137.2003.00700.x33873407

[4] FangS, ChenY, GuoX. Identifying and screening sweet potato varieties resistance to bacterial wilt and fusarium wilt diseases. Journal of Plant Genetic Resources. 2001;2(1):37–9.

[5] ClarkCA, HyunJW, HoyMW. Relationships among wilt-inducing isolates of Fusarium oxysporum from sweetpotato and tobacco. Plant Disease. 1998;82(5):530–6. doi: 10.1094/PDIS.1998.82.5.53010.1094/PDIS.1998.82.5.53030856983

[6] FangS, ChenF, XuM, LinW. A preliminary study on inheritance of fusarium wilt resistance of sweet potato cultivars. Journal of Fujian Agricultural University. 1997;26(4):446–8.

[7] LeiJ, YangXS, GuoWW, Wen-JinSU, WangLJ. Advances in Research on Sweet Potato Fusarium Wilt. Hubei Agricultural Sciences. 2011;50(23):4775–7.

[8] PeiY, ZengF, PengJ, LongH, GuoJ. Advances in Fusarium Wilt Disease and the Mechanism of Interaction Between Fusarium and Its Host. Journal of Tropical Biology. 2014;5(1):92–100.

[9] YinX, XuB, ZhengW, ZengH, MaW, WangJ, et al Histological observation of banana root infected by Fusarium oxysporum f.sp.cubense. Acta Phytopathologica Sinica. 2011;41(6):570–5.

[10] StahlEA, BishopJG. Plant-pathogen arms races at the molecular level. Current Opinion in Plant Biology. 2000;3(4):299–304. 1087384910.1016/s1369-5266(00)00083-2

[11] JonesJD, DanglJL. The plant immune system. Nature. 2006;444(7117):323–9. doi: 10.1038/nature05286 1710895710.1038/nature05286

[12] ThatcherLF, GardinerDM, KazanK, MannersJM. A highly conserved effector in Fusarium oxysporum is required for full virulence on Arabidopsis. Molecular Plant-Microbe Interactions. 2011;25(2):180–90. doi: 10.1094/MPMI-08-11-0212 2194245210.1094/MPMI-08-11-0212

[13] FrankT, MartijnR. The arms race between tomato and Fusarium oxysporum. Molecular Plant Pathology. 2010;11(2):309–14. doi: 10.1111/j.1364-3703.2009.00605.x 2044727910.1111/j.1364-3703.2009.00605.xPMC6640361

[14] SaucetSB, MaY, SarrisPF, FurzerOJ, SohnKH, JonesJD. Two linked pairs of Arabidopsis TNL resistance genes independently confer recognition of bacterial effector AvrRps4. Nature Communications. 2015;6 doi: 10.1038/ncomms7338 2574416410.1038/ncomms7338

[15] ImamJ, AlamS, MandalNP, VariarM, ShuklaP. Molecular screening for identification of blast resistance genes in North East and Eastern Indian rice germplasm (Oryza sativa L.) with PCR based makers. Euphytica. 2014;196(2):199–211. doi: 10.1007/s10681-013-1024-x

[16] ParmarP, SubramanianRB. Isolation of NBS-LRR class resistant gene (I2 gene) from tomato cultivar Heamsona. 2013;16: 6076–8. doi: 10.5897/AJB2013.12194

[17] TamelingWI, ElzingaSD, DarminPS, VossenJH, TakkenFL, HaringMA, et al The tomato R gene products I-2 and MI-1 are functional ATP binding proteins with ATPase activity. Plant Cell. 2002;14(11):2929–39. doi: 10.1105/tpc.005793 1241771110.1105/tpc.005793PMC152737

[18] XieF, BurklewCE, YangY, LiuM, XiaoP, ZhangB, et al De novo sequencing and a comprehensive analysis of purple sweet potato (Impomoea batatas L.) transcriptome. Planta. 2012;236(1):101–13. doi: 10.1007/s00425-012-1591-4 2227055910.1007/s00425-012-1591-4

[19] XiaoJ, JinX, JiaX, WangH, CaoA, ZhaoW, et al Transcriptome-based discovery of pathways and genes related to resistance against Fusarium head blight in wheat landrace Wangshuibai. Bmc Genomics. 2013;14(1):1–19. doi: 10.1186/1471-2164-14-197 2351454010.1186/1471-2164-14-197PMC3616903

[20] LiC, ShaoJ, WangY, LiW, GuoD, YanB, et al Analysis of banana transcriptome and global gene expression profiles in banana roots in response to infection by race 1 and tropical race 4 of Fusarium oxysporum f. sp. cubense. Bmc Genomics. 2013;14(6):1–16. doi: 10.1186/1471-2164-14-851 2430468110.1186/1471-2164-14-851PMC4046742

[21] FironN, LabonteD, VillordonA, KfirY, SolisJ, LapisE, et al Transcriptional profiling of sweetpotato (Ipomoea batatas) roots indicates down-regulation of lignin biosynthesis and up-regulation of starch biosynthesis at an early stage of storage root formation. Bmc Genomics. 2013;14(1):1–25. doi: 10.1186/1471-2164-14-460 2383450710.1186/1471-2164-14-460PMC3716973

[22] RolandS, LuzRT, OmarP, GenovevaR, RonaldFR, RocioA, et al A sweetpotato gene index established by de novo assembly of pyrosequencing and Sanger sequences and mining for gene-based microsatellite markers. BMC Genomics. 2010;11:604 doi: 10.1186/1471-2164-11-604 2097774910.1186/1471-2164-11-604PMC3017860

[23] WangZ, LiJ, LuoZ, HuangL, ChenX, FangB, et al Characterization and development of EST-derived SSR markers in cultivated sweetpotato (Ipomoea batatas). Bmc Plant Biology. 2011;11(5):1–9. doi: 10.1186/1471-2229-11-139 2201127110.1186/1471-2229-11-139PMC3206431

[24] WangZ, FangB, ChenX, LiaoM, ChenJ, ZhangX, et al Temporal patterns of gene expression associated with tuberous root formation and development in sweetpotato (Ipomoea batatas). Bmc Plant Biology. 2015;15(1):1–13. doi: 10.1186/s12870-015-0567-5 2617409110.1186/s12870-015-0567-5PMC4502468

[25] HaasBJ, PapanicolaouA, YassourM, GrabherrM, BloodPD, BowdenJ, et al De novo transcript sequence reconstruction from RNA-Seq: reference generation and analysis with Trinity. Nature Protocols. 2013;8(8):1494–512. doi: 10.1038/nprot.2013.084 2384596210.1038/nprot.2013.084PMC3875132

[26] GrabherrMG, HaasBJ, YassourM, LevinJZ, ThompsonDA, AmitI, et al Full-length transcriptome assembly from RNA-Seq data without a reference genome. Nature Biotechnology. 2011;29(7):644–52. doi: 10.1038/nbt.1883 2157244010.1038/nbt.1883PMC3571712

[27] GötzS, GarcíagómezJM, TerolJ, WilliamsTD, NagarajSH, NuedaMJ, et al High-throughput functional annotation and data mining with the Blast2GO suite. Nucleic Acids Research. 2008;36(10):3420–35. doi: 10.1093/nar/gkn176 1844563210.1093/nar/gkn176PMC2425479

[28] ParkSC, KimYH, JiCY, ParkS, JeongJC, LeeHS, et al Stable Internal Reference Genes for the Normalization of Real-Time PCR in Different Sweetpotato Cultivars Subjected to Abiotic Stress Conditions. Plos One. 2012;7(12). doi: 10.1371/journal.pone.0051502 2325155710.1371/journal.pone.0051502PMC3520839

[29] GrabherrMG, HaasBJ, YassourM, LevinJZ, ThompsonDA, AmitI, et al Trinity: reconstructing a full-length transcriptome without a genome from RNA-Seq data. Nature Biotechnology. 2013;29(7):644–52. doi: 10.1038/nbt.188310.1038/nbt.1883PMC357171221572440

[30] ForoudNA, OuelletT, LarocheA, OosterveenB, JordanMC, EllisBE, et al Differential transcriptome analyses of three wheat genotypes reveal different host response pathways associated with Fusarium head blight and trichothecene resistance. Plant Pathology. 2012;61(2):296–314. doi: 10.1111/j.1365-3059.2011.02512.x

[31] LiR, ZhaiH, KangC, LiuD, HeS, LiuQ. De Novo Transcriptome Sequencing of the Orange-Fleshed Sweet Potato and Analysis of Differentially Expressed Genes Related to Carotenoid Biosynthesis. International Journal of Genomics. 2015;2015(13):1–10. doi: 10.1155/2015/843802 2664929310.1155/2015/843802PMC4663004

[32] AndersS, HuberW. Differential expression analysis for sequence count data. Genome Biology. 2010;11(10):1–12.10.1186/gb-2010-11-10-r106PMC321866220979621

[33] WanJ, ZhangXC, NeeceD, RamonellKM, CloughS, KimSY, et al A LysM Receptor-like Kinase Plays a Critical Role in Chitin Signaling and Fungal Resistance in Arabidopsis. 2008;20(2):471–81. doi: 10.1105/tpc.107.056754 1826377610.1105/tpc.107.056754PMC2276435

[34] PandeyD, GaurM, SajeeshPK, KumarA. Plant Defense Signaling and Responses Against Necrotrophic Fungal Pathogens. Journal of Plant Growth Regulation. 2016:1–16. doi: 10.1007/s00344-016-9600-7

[35] YangYX, AhammedGJ, WuC, FanSY, ZhouYH. Crosstalk among Jasmonate, Salicylate and Ethylene Signaling Pathways in Plant Disease and Immune Responses. Current Protein & Peptide Science. 2015;16(5):450–61. doi: 10.2174/13892037166661503301416382582439010.2174/1389203716666150330141638

[36] VlotAC, DempseyDA, KlessigDF. Salicylic Acid, a Multifaceted Hormone to Combat Disease. Annual Review of Phytopathology. 2009;47:177–206. doi: 10.1146/annurev.phyto.050908.135202 1940065310.1146/annurev.phyto.050908.135202

[37] LemariéS, Robert-SeilaniantzA, LariagonC, LemoineJ, MarnetN, JubaultM, et al Both the Jasmonic Acid and the Salicylic Acid Pathways Contribute to Resistance to the Biotrophic Clubroot Agent Plasmodiophora brassicae in Arabidopsis. Plant & Cell Physiology. 2015;56(11). doi: 10.1093/pcp/pcv127 2636335810.1093/pcp/pcv127

[38] XuR, SongF, ZhengZ. OsBISAMT1, a gene encoding S-adenosyl-L-methionine:salicylic acid carboxyl methyltransferase, is differentially expressed in rice defense responses. Molecular Biology Reports. 2006;33(3):223–31. doi: 10.1007/s11033-005-4823-x 1685019210.1007/s11033-005-4823-x

[39] BoachonB, GamirJ, PastorV, ErbM, DeanJV, FlorsV, et al Role of two UDP-Glycosyltransferases from the F group of Arabidopsis in resistance against Pseudomonas syringae. European Journal of Plant Pathology. 2014;139(4):707–20. doi: 10.1007/s10658-014-0424-7

[40] BakshiM, OelmüllerR. WRKY transcription factors: Jack of many trades in plants. Plant Signaling & Behavior. 2014;9(1):e27700–e. doi: 10.4161/psb.27700 2449246910.4161/psb.27700PMC4091213

[41] JimmyJL, BabuS. Role of OsWRKY transcription factors in rice disease resistance. Tropical Plant Pathology. 2015;40(6):355–61. doi: 10.1007/s40858-015-0058-0

[42] GallouA, DeclerckS, CranenbrouckS. Transcriptional regulation of defence genes and involvement of the WRKY transcription factor in arbuscular mycorrhizal potato root colonization. Functional & Integrative Genomics. 2012;12(1):183–98. doi: 10.1007/s10142-011-0241-4 2181178110.1007/s10142-011-0241-4

[43] GaoR, LiuP, YongY, Sek-ManW. Genome-wide transcriptomic analysis reveals correlation between higher WRKY61 expression and reduced symptom severity in Turnip crinkle virus infectedArabidopsis thaliana. Scientific Reports. 2016;6 doi: 10.1038/srep24604 2708670210.1038/srep24604PMC4834565

[44] ChoiC, ParkS, AhnI, BaeS, HwangDJ. Generation of Chinese cabbage resistant to bacterial soft rot by heterologous expression of Arabidopsis WRKY75. Plant Biotechnology Reports. 2016;10(5):301–7. doi: 10.1007/s11816-016-0406-7

[45] AbbruscatoP, NepuszT, MizziL, CorvoMD, MorandiniP, FumasoniI, et al OsWRKY22, a monocot WRKY gene, plays a role in the resistance response to blast. Molecular Plant Pathology. 2012;13(8):828–41. doi: 10.1111/j.1364-3703.2012.00795.x 2244336310.1111/j.1364-3703.2012.00795.xPMC6638809

[46] LiuX, BaiX, WangX, ChuC. OsWRKY71, a rice transcription factor, is involved in rice defense response. Journal of Plant Physiology. 2007;164(8):969–79. doi: 10.1016/j.jplph.2006.07.006 1691984210.1016/j.jplph.2006.07.006

[47] ChoiC, HwangSH, FangIR, †SIK, SangRP, AhnI, et al Molecular characterization of Oryza sativa WRKY6, which binds to W-box-like element 1 of the Oryza sativa pathogenesis-related (PR) 10a promoter and confers reduced susceptibility to pathogens. New Phytologist. 2015;208(3):846–59. doi: 10.1111/nph.13516 2608314810.1111/nph.13516

[48] XingDH, LaiZB, ZhengZY, VinodKM, FanBF, ChenZX. Stress- and Pathogen-Induced Arabidopsis WRKY48 is a Transcriptional Activator that Represses Plant Basal Defense. Molecular Plant. 2008;1(3):459–70. doi: 10.1093/mp/ssn020 1982555310.1093/mp/ssn020

[49] NuruzzamanM, SharoniAM, KikuchiS. Roles of NAC transcription factors in the regulation of biotic and abiotic stress responses in plants. Frontiers in Microbiology. 2013;4(4):248 doi: 10.3389/fmicb.2013.00248 2405835910.3389/fmicb.2013.00248PMC3759801

[50] HuangQ, WangY, LiB, ChangJ, ChenM, LiK, et al TaNAC29, an NAC transcription factor from wheat, enhances salt and drought tolerance in transgenic Arabidopsis. BMC Plant Biology. 2015;15(1):1–15. doi: 10.1186/s12870-015-0644-9 2653686310.1186/s12870-015-0644-9PMC4632686

[51] KamsvågmagnussonT, ThorsellcederbergJ, SvanbergA, VonEL, ArvidsonJ, MellgrenK, et al Role of Ethylene Response Transcription Factor (ERF) and Its Regulation in Response to Stress Encountered by Plants. Plant Molecular Biology Reporter. 2014;33(3):1–11. doi: 10.1007/s11105-014-0799-9

[52] SonGH, WanJ, KimHJ, NguyenXC, ChungWS, HongJC, et al Ethylene-responsive element-binding factor 5, ERF5, is involved in chitin-induced innate immunity response. Molecular Plant-Microbe Interactions. 2012;25(1):48–60. doi: Ethylene-responsive element-binding factor 5, ERF5, is involved in chitin-induced innate immunity response. doi: 10.1094/MPMI-06-11-0165 2193666310.1094/MPMI-06-11-0165

[53] DubosC, StrackeR, GrotewoldE, WeisshaarB, MartinC, LepiniecL. MYB transcription factors in Arabidopsis. Trends in Plant Science. 2010;15(10):573–81. doi: 10.1016/j.tplants.2010.06.005 2067446510.1016/j.tplants.2010.06.005

[54] AnCH, LeeKW, LeeSH, JeongYJ, WooSG, ChunH, et al Heterologous expression of IbMYB1a by different promoters exhibits different patterns of anthocyanin accumulation in tobacco. Plant Physiology & Biochemistry. 2015;89:1–10. doi: 10.1016/j.plaphy.2015.02.002 2568157610.1016/j.plaphy.2015.02.002

[55] ChuH, JeongJC, KimWJ, ChungDM, JeonHK, AhnYO, et al Expression of the sweetpotato R2R3-type IbMYB1a gene induces anthocyanin accumulation in Arabidopsis. Physiologia Plantarum. 2013;148(2):189–99. doi: 10.1111/j.1399-3054.2012.01706.x 2303982510.1111/j.1399-3054.2012.01706.x

[56] ParkSC, KimYH, KimSH, JeongYJ, KimCY, LeeJS, et al Overexpression of the IbMYB1 gene in an orange-fleshed sweet potato cultivar produces a dual-pigmented transgenic sweet potato with improved antioxidant activity. Physiologia Plantarum. 2015;153(4):525–37. doi: 10.1111/ppl.12281 2522024610.1111/ppl.12281

[57] ChengYJ, KimMD, DengXP, KwakSS, ChenW. Enhanced salt stress tolerance in transgenic potato plants expressing IbMYB1, a sweet potato transcription factor. Journal of Microbiology & Biotechnology. 2013;23(12):1737–46. doi: 10.4014/jmb.1307.07024 2437863610.4014/jmb.1307.07024

[58] SinghR, TiwariJK, SharmaV, SinghBP, RawatS, SinghR, et al Role of Pathogen related protein families in defence mechanism with potential role in applied biotechnology. International Journal of Advanced Research. 2014;2:210–26.

[59] LoonLCV, StrienEAV. The families of pathogenesis-related proteins, their activities, and comparative analysis of PR-1 type proteins. Physiological & Molecular Plant Pathology. 2002;55(2):85–97. doi: 10.1006/pmpp.1999.0213

[60] LuS, FarisJD, SherwoodR, FriesenTL, EdwardsMC. A dimeric PR‐1‐type pathogenesis‐related protein interacts with ToxA and potentially mediates ToxA‐induced necrosis in sensitive wheat. Molecular Plant Pathology. 2014;15(7):650 doi: 10.1111/mpp.12122 2443328910.1111/mpp.12122PMC6638811

[61] BrunnerFA, FritigB, LegrandM. Substrate specificities of tobacco chitinases. Plant Journal. 2010;14(2):225–34. doi: 10.1046/j.1365-313X.1998.00112.x10.1046/j.1365-313x.1998.00116.x9628018

[62] GuevaramoratoMA, de LacobaMG, GarcíaluqueI, SerraMT. Characterization of a pathogenesis-related protein 4 (PR-4) induced in Capsicum chinense L3 plants with dual RNase and DNase activities. Journal of Experimental Botany. 2010;61(12):3259–71. doi: 10.1093/jxb/erq148 2051127810.1093/jxb/erq148PMC2905194

[63] ChadhaP, DasRH. A pathogenesis related protein, AhPR10 from peanut: an insight of its mode of antifungal activity. Planta. 2006;225(1):213–22. doi: 10.1007/s00425-006-0344-7 1683268810.1007/s00425-006-0344-7

[64] WangZ, ZhangJB, JiaCH, LiuJH, LiYQ, YinXM, et al De Novo characterization of the banana root transcriptome and analysis of gene expression under Fusarium oxysporum f. sp. Cubense tropical race 4 infection. Bmc Genomics. 2012;13(12):1–15. doi: 10.1186/1471-2164-13-650 2317077210.1186/1471-2164-13-650PMC3534498

[65] GaffneyT, FriedrichL, VernooijB, NegrottoD, NyeG, UknesS, et al Requirement of salicylic Acid for the induction of systemic acquired resistance. Science. 1993;261(5122):754 doi: 10.1126/science.261.5122.754 1775721510.1126/science.261.5122.754

[66] GrantM, LambC. Systemic immunity. Current Opinion in Plant Biology. 2006;9(4):414–20. doi: 10.1016/j.pbi.2006.05.013 1675332910.1016/j.pbi.2006.05.013

[67] TamaokiD, SeoS, YamadaS, KanoA, MiyamotoA, ShishidoH, et al Jasmonic acid and salicylic acid activate a common defense system in rice. Plant Signaling & Behavior. 2013;8(6):e24260–e. doi: 10.4161/psb.24260 2351858110.4161/psb.24260PMC3906320

[68] SpoelSH, KoornneefA, ClaessensSM, KorzeliusJP, Van PeltJA, MuellerMJ, et al NPR1 modulates cross-talk between salicylate- and jasmonate-dependent defense pathways through a novel function in the cytosol. Plant Cell. 2003;15(3):760–70. doi: 10.1105/tpc.009159 1261594710.1105/tpc.009159PMC150028

[69] PieterseCM, VandDD, ZamioudisC, LeonreyesA, Van WeesSC. Hormonal modulation of plant immunity. Annual Review of Cell & Developmental Biology. 2012;28(1):489–521. doi: 10.1146/annurev-cellbio-092910-154055 2255926410.1146/annurev-cellbio-092910-154055

[70] MünchS, LingnerU, FlossDS, LudwigN, SauerN, DeisingHB. The hemibiotrophic lifestyle of Colletotrichum species. Journal of Plant Physiology. 2008;165(1):41–51. doi: 10.1016/j.jplph.2007.06.008 1776535710.1016/j.jplph.2007.06.008

How the deposited data were processed for this re-analysis (not part of the article)

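RNA from stems of sweet potato seedlings was sequenced 24 h after they were placed at 28 °C in water or in a suspension of conidia at 1e7 per mL. The libraries comprised the cultivars JS57 and XZH, each with strain F07 and with water, JS57 with the nonpathogenic strain F04, 3 libraries of each, and a pool for the assembly. The authors deposited, for each of the 101988 unigenes in each library, an estimated count of reads, assigned to the assembled unigenes and not normalized. They also deposited FPKM values, which the authors normalized for the length of the unigene and the library total. The paper's text does not name the tool that assigned the reads.

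About 5% of the estimated counts in the DGE libraries were not whole, so counts were rounded for tests. Totals ran from 10533213 to 14868690 in the DGE libraries and were 33627860 in the pool. CPM are counts scaled to the library total, with edgeR's TMM factors where stated. For 3 counts they correspond to 0.202 to 0.285 in the DGE libraries and 0.089 in the pool, floors that cover counting error only. Groups followed the sample titles, as in the paper. The inoculum fields contradict the titles, source names and series design of the JS57 libraries named F04 and CK, and an alternative took the control by those fields. If the titles are right, that alternative compares F07 with F04, and its changes of sign do not concern a water control.

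Groups were compared in pairs with edgeR 4.0.16 (glmQLFit and glmQLFTest, TMM normalization, filterByExpr with a minimum count of 10 and a minimum total of 15, prior count 0.125) in R 4.3.3. Genes with a Benjamini-Hochberg adjusted p under 0.05 were counted, and the difference in response between cultivars was tested as an interaction over 12 libraries. Named genes are those the paper names, and for each cultivar the pair of genes with the largest rise and the pair with the largest fall among those past the threshold, with a mean of at least 32 CPM, whose 3 F07 libraries all lie on the same side of the 3 controls. This rule was set before the data were examined. Named genes below the filter were fitted without it, and no p-value is given for them. Tables and figures were made with Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9.

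The tests were checked on simulated counts with 200 changed genes and a fold change of 4. At 3 libraries per group, edgeR recovered 199 with 4 false calls, the exact negative binomial test after DESeq 169 with 0, DESeq2 199 with 14, and limma 199 with 3. At 2 libraries per group edgeR recovered 191 with 2 false calls and the exact test 131 with 0. The interaction test recovered 177 with 10 false calls. All simulated libraries shared a fixed dispersion, and only unigenes with higher mean counts were changed. No simulated library resembled another group, as some real ones do, so these recoveries do not give the power on the real groups. The exact test was written for this purpose after the published method, since the version of DESeq that the paper names was not used here.

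Alternatives set before the data were examined were DESeq2 1.42.0, the exact test after DESeq, upper-quartile normalization, no filter on low counts, all 5 groups in one fit, limma 3.58.1 on log2(FPKM + 1), an adjusted p of at most 0.001 with an absolute log2 fold change of at least 1, the JS57 control by the inoculum field, a prior count of 2, and each library left out in turn. A replicate block, with numbers taken from the labels, was also set before. The pairing check gave 0.06 and -0.04 for equal and different numbers in JS57, and the replicate block gave 0 genes there, with 2851 at an unadjusted p under 0.05. XZH-CK replicates 1 and 2 summed and the Table 6-matched libraries were added after seeing the data.

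The Table 6-matched libraries came out of several searches made after the paper's counts and the results over all libraries had been seen. Earlier ones compared sets of 3 libraries, then sets of 1 to 3 among all 15 libraries, where 6 genes of the JS57 column were set aside by hand once their values were seen to follow the controls. The search reported here kept these genes and took the 49 sets of 1 to 3 F07 and 1 to 3 CK libraries of a cultivar, with a tolerance of 0.1 on the log2 scale and 0.01 added to each mean. The limits of the unigene sets (2 CPM, 1 count and 0.5 CPM) and the range of 20 to 200 counts for the chi-square were also set after looking at the data.

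Unigene lengths were estimated from counts and FPKM where the FPKM sum over the DGE libraries was at least 5, with an offset of 49 bp chosen to give the shortest unigene the length in the paper. Gene annotations, the totals of Table 5 and the qRT-PCR values were not analysed here.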

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

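JS57-F07 against JS57-F04 is the same fit as the alternative that took the JS57 control by the inoculum field. That alternative was set before the data were examined. The other tests in this part were chosen after the result was seen. The paper does not report on the 3 JS57 libraries titled F04, and they differed from 2 of the 3 JS57-CK libraries in the unigenes described below. Between JS57-F07 and JS57-F04, 215 genes had an adjusted p under 0.05 from edgeR, 171 higher and 44 lower in JS57-F07. Of the 4 splits of these 6 libraries that part all same-numbered libraries, 1 gave as many genes, the real one, and the other 6 splits gave none, with a share that cannot fall under 0.1 at this size. Between JS57-F04 and JS57-CK no gene passed, with 5766 at an unadjusted p under 0.05.

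A set of 58 unigenes was detected at 2 CPM or more in all XZH-F07 libraries and with at most 1 count in each XZH-CK library. The median share of them detected in the JS57-F04 libraries was 62.1%, against 1.7% and 0% in JS57-CK replicates 1 and 3. JS57-CK replicate 2 held 100%, which follows from its closeness to XZH-F07 replicate 2, a library used to choose the set. The inoculum fields of the F04 and CK groups may have been exchanged in the sample descriptions. With the fields as given, water would have gone with the higher share (62.1%) and F04 with the shares of 1.7% and 0%. JS57-CK replicate 2 was above all of them, so the test leaves this open.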

How the results depend on the processing

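The alternatives were set before the data were examined, except the Table 6-matched libraries and XZH-CK replicates 1 and 2 summed, which were chosen after seeing the data. Counts are given as genes up and down, against 1034 up and 143 down for XZH-F07 against XZH-CK, 1858 up and 1977 down for JS57-CK against XZH-CK, 171 up and 44 down for JS57-F07 against JS57-F04, and no gene for JS57-F07 against JS57-CK (3053 at an unadjusted p under 0.05), JS57-F04 against JS57-CK (5766) and JS57-F07 against XZH-F07 (162). Where a setting changed a result, the cause was not tested.

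DESeq2 gave 2414 up and 493 down in XZH, 740 up and 1179 down for JS57-F04 against JS57-CK, 846 up and 562 down for JS57-F07 against JS57-F04, and 292 genes for the interaction against 0 (3574 at an unadjusted p under 0.05). The exact test after DESeq gave 2711 up in XZH, 1171 up for JS57-CK against XZH-CK, 246 up and 64 down for JS57-F04 against JS57-CK and 399 up and 107 down for JS57-F07 against JS57-F04. All 5 groups in one fit gave 1 up and 4 down in XZH, 395 up and 470 down between the controls, 198 up and 309 down for JS57-F04 against JS57-CK and 6 up and 2 down for JS57-F07 against JS57-F04. With limma on log2(FPKM + 1), XZH had 1636 up and 448 down and JS57-F07 against JS57-F04 had 257 up. An adjusted p of at most 0.001 with an absolute log2 fold change of at least 1 left 0 up and 0 down in XZH (5606 at an unadjusted p under 0.05), 1 up and 1 down between the controls and 0 up and 0 down for JS57-F07 against JS57-F04 (4153). Upper-quartile normalization and no filter on low counts kept each count at an adjusted p under 0.05 within 1.5 times. At an unadjusted p under 0.05, no filter gave 6625 genes for JS57-F07 against JS57-CK, 13000 in XZH, 17134 between the controls, 13411 for JS57-F04 against JS57-CK, 8527 for JS57-F07 against JS57-F04, 890 between the inoculated groups and 6260 for the interaction. A minimum of 10 counts left 44693 unigenes in the assembly pool.

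The replicate block, with numbers taken from the labels, gave 0 up and 0 down in XZH (4434 at an unadjusted p under 0.05), 382 up and 502 down between the controls and 0 up and 0 down for JS57-F07 against JS57-F04 (4008). The pairing check gave mean correlations of -0.03 and 0.02 for equal and different numbers in XZH, -0.22 and 0.13 between the controls, and 0.05 and -0.02 for JS57-F07 and JS57-F04. Between JS57-F07 and XZH-F07 it gave 0.27 and -0.21, and the block gave 0 up and 0 down there (270 at an unadjusted p under 0.05).

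With the libraries whose inoculum field says water as the JS57 control, there were 171 up and 44 down for JS57-F07, 3834 up and 3247 down between the controls, 32 up-regulated genes shared by the cultivars, no shared down-regulated gene (292 at an unadjusted p under 0.05 with the control as titled), and 1536 genes for the interaction. Of the 30 genes of the JS57 column of Table 6, 29 had a value with that control. With edgeR on the Table 6-matched libraries the counts were 5338 up and 4794 down in JS57, 7066 up and 3273 down in XZH, 8389 up and 7298 down between the controls, 2146 up and 3591 down between the inoculated groups, 3022 and 787 shared, and 5469 for the interaction. The exact test after DESeq on those libraries gave 4171 up and 2623 down, 5877 up and 1041 down, 5696 up and 5843 down, 1267 up and 3159 down, and 2592 and 281 shared. XZH-CK replicates 1 and 2 summed gave 0 up and 0 down in XZH (4371 at an unadjusted p under 0.05) and 657 up and 830 down between the controls.

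Across the 6 fits that each left out one library, up-regulated genes ran from 0 to 4678 in JS57-F07 against JS57-CK, 0 to 3738 in XZH, 574 to 4662 between the controls, 0 to 5077 for JS57-F04 against JS57-CK and 0 to 36 for JS57-F07 against JS57-F04. Down-regulated genes ran from 0 to 3377, 0 to 1026, 728 to 4028, 0 to 3661 and 0 to 58 in the same order, and from 0 to 6 between the inoculated groups. The highest counts in XZH came without XZH-CK replicate 3, which leaves the pair XZH-CK replicates 1 and 2, close to counting noise, as the whole control. Across 12 such fits, the interaction ran from 0 to 565 genes, shared up-regulated genes from 0 to 952 and shared down-regulated genes from 0 to 94.

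Some named genes had no value under some settings. Below the filter for testing were c35430-g1 in JS57, c33599-g2, c5221-g1 and c56584-g1 in XZH, and c5221-g1 between the controls, and most settings gave no value for them. The control labelled water also gave none for c52292-g3 in JS57, and the exact test on the Table 6-matched libraries gave no finite value for c5221-g1 and c23730-g1 in XZH. Some log2 fold changes of named genes changed sign. With the libraries whose inoculum field says water as the control, in JS57, these were c60044-g1 (-0.13), c62516-g1 (0.20), c65078-g2 (0.21), c66053-g1 (0.02), c43470-g1 (-0.79), c57992-g1 (0.45), c58625-g1 (-1.49), c65549-g1 (-0.53), c45744-g1 (0.77), c51416-g2 (0.19), c61066-g1 (0.13), c64410-g1 (-0.04), c65518-g1 (-0.02), c54420-g2 (-0.42), c64728-g1 (-0.40), c51550-g2 (-0.38), c40413-g1 (-1.94), c42566-g1 (-2.08), c47344-g1 (0.17), c54564-g1 (1.53), c55964-g1 (-0.06), c52297-g1 (-0.15) and c56184-g1 (-0.76). With edgeR on the Table 6-matched libraries they were c51416-g2 (0.06), c52292-g3 (-0.35), c56584-g1 (0.55) and c66373-g2 (-0.42) in JS57 and c66053-g1 (0.06), c43470-g1 (0.47), c55705-g1 (0.22), c58425-g1 (0.25), c47344-g1 (0.08) and c66373-g2 (0.04) in XZH. The exact test after DESeq on those libraries gave c51416-g2 (0.09), c52292-g3 (-0.32), c56584-g1 (0.58) and c66373-g2 (-0.40) in JS57 and c66053-g1 (0.04), c43470-g1 (0.46), c55705-g1 (0.21), c58425-g1 (0.24), c47344-g1 (0.08) and c66373-g2 (0.03) in XZH.

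Single settings reversed few others. With limma they were c64410-g1 (-0.02) in JS57 and c57791-g1 (-0.01) in XZH, with all 5 groups in one fit c39777-g1 (0.00) in JS57, and with XZH-CK replicates 1 and 2 summed c54598-g1 (-0.14) and c57791-g1 (-0.14) in XZH. Under the replicate block it was c43470-g1 (0.01) in XZH, where the pairing check gave -0.03 for equal and 0.02 for different numbers of the labels. With each library left out in turn, signs changed in JS57 for c58290-g1 (from -0.14 to 1.13), c51416-g2 (from -0.28 to 0.10), c60985-g1 (from -0.41 to 2.17), c61066-g1 (from -0.25 to 0.16), c64410-g1 (from -0.18 to 0.35), c52292-g3 (from -0.15 to 2.87), c56584-g1 (from -0.86 to 0.30), c66373-g2 (from -0.30 to 0.97), c21763-g1 (from -0.24 to 1.70) and c39777-g1 (from -0.52 to 1.20), and in XZH for c54598-g1 (from -0.14 to 0.59), c43470-g1 (from -0.41 to 0.53), c55705-g1 (from -0.21 to 0.18), c57791-g1 (from -0.15 to 0.51), c58425-g1 (from -0.19 to 0.21), c47344-g1 (from -0.39 to 0.09) and c66373-g2 (from -0.68 to 0.08).

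Counted over named genes that kept their sign and changed sides of the threshold, DESeq2 made 0 weaker and 9 stronger, the exact test after DESeq 5 weaker and 4 stronger, the stricter threshold 18 weaker and 0 stronger, all 5 groups in one fit 16 weaker and 0 stronger, limma 0 weaker and 2 stronger, no filter 1 weaker and 2 stronger, and upper-quartile normalization 1 weaker and 0 stronger. A prior count of 2 made 0 weaker and 0 stronger. The summed XZH-CK replicates made 16 weaker and 1 stronger, the control labelled water 0 weaker and 1 stronger, and the fits that each left out one library 68 weaker and 47 stronger among 670 values. edgeR on the Table 6-matched libraries made 0 weaker and 59 stronger, and the exact test there 2 weaker and 50 stronger.

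The replicate block, with numbers from the labels, made 17 weaker and 0 stronger. Of the weaker ones, 16 were in XZH, where the pairing check gave -0.03 and 0.02 for equal and different numbers, and 1 was between the controls (-0.22 and 0.13). In JS57 none changed (0.06 and -0.04).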

Differences from the paper's values

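The paper's values and those over all 3 libraries per group are compared here by both numbers, the paper's first. Unless another alternative is named, those set before the data were examined left the difference in place. A gap counts as closed when a count comes within 1.5 times the paper's, or a log2 fold change within 1 standard error of it. Values that the paper's text calls fold were read as log2 values, as the note to Table 6 gives them. The Table 6-matched libraries were chosen after seeing the values, by their closeness to Table 6, so a gap that they close is no independent result.

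In the comparison JS57-F07 vs JS57-CK, up-regulated genes numbered 3843 in the paper against 0. The gap was closed without JS57-CK replicate 2 and, chosen after seeing the values, with both edgeR and the exact test after DESeq on the Table 6-matched libraries. For down-regulated genes the counts were 2611 in the paper against 0, and for both directions together 6454 in the paper against 0. Leaving out JS57-CK replicate 2 closed these gaps, as did the exact test after DESeq on the Table 6-matched libraries, chosen after seeing the values. At an unadjusted p under 0.05, 965 genes were higher and 2088 lower in JS57-F07. In the comparison XZH-F07 vs XZH-CK, up-regulated genes numbered 5552 in the paper against 1034, a gap closed without XZH-CK replicate 3 (3738 genes) and, chosen after seeing the values, with both edgeR and the exact test after DESeq on the Table 6-matched libraries. Down-regulated genes numbered 1274 in the paper against 143, and both directions together 6826 in the paper against 1177. These gaps were closed without XZH-CK replicate 3 (1026 and 4764) and with the exact test after DESeq on the Table 6-matched libraries, chosen after seeing the values. Both leave XZH-CK replicates 1 and 2 as the whole control, a pair that differed by little more than counting noise (chi-square per degree of freedom 1.06), so these counts do not rest on 2 clearly independent controls. With this pair summed and XZH-CK replicate 3 kept, chosen after seeing the values, 0 genes passed, with 4371 at an unadjusted p under 0.05. Up-regulated genes shared by JS57 and XZH numbered 2438 in the paper against 0, and shared down-regulated genes 290 in the paper against 0, with 216 and 292 genes shared at an unadjusted p under 0.05. Inoculated libraries close to counting noise stand on both sides, so the overlaps over all libraries are not between independent samples. No alternative set before the data were examined closed either gap. With the Table 6-matched libraries, chosen after seeing the values, edgeR and the exact test after DESeq closed the former and the exact test alone the latter.

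Among the log2 fold changes of JS57-F07 against JS57-CK, the values of 14 genes of Table 6 came within the error of the paper's without JS57-CK replicate 2 and, chosen after seeing the values, with both edgeR and the exact test after DESeq on the Table 6-matched libraries. They were 3.2 in the paper against 1.35 for c60044-g1, 0.8 in the paper against 0.47 for c58750-g5, 3.0 in the paper against 1.60 for c43470-g1, 1.3 in the paper against 0.59 for c65549-g1, 2.6 in the paper against 1.98 for c33996-g1, 2.2 in the paper against 0.86 for c55705-g1 and 1.9 in the paper against 1.25 for c58358-g1. They were further 2.0 in the paper against 0.96 for c58425-g1, 2.6 in the paper against 1.46 for c61066-g2, 0.7 in the paper against 0.41 for c65518-g1, 1.8 in the paper against 0.72 for c57247-g1, 3.5 in the paper against 1.04 for c40413-g1, 3.2 in the paper against 1.26 for c42566-g1 and 5.9 in the paper against 0.87 for c55964-g1.

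For c62516-g1 (-4.1 in the paper against -2.99), c47344-g1 (-1.5 in the paper against -0.72) and c54564-g1 (-1.5 in the paper against -0.84), leaving out JS57-F07 replicate 1 or JS57-CK replicate 2 closed the gap. For c65078-g2 (-1.2 in the paper against -0.43) it was closed without JS57-F07 replicate 1, for c53488-g1 (1.2 in the paper against 0.82) without JS57-F07 replicate 3 or without JS57-CK replicate 2, and for c57791-g1 (3.6 in the paper against 1.67) with a replicate block or without JS57-CK replicate 2. The replicate numbers are those of the labels, and the pairing check gave 0.06 for equal and -0.04 for different numbers. All of these gaps were also closed by both edgeR and the exact test after DESeq on the Table 6-matched libraries, chosen after seeing the values.

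No setting for JS57-F07 against JS57-CK, planned or added, reached the paper's values for 6 genes of the JS57 column: -1.4 in the paper against 0.67 for c50623-g1, 3.4 in the paper against -0.54 for c33599-g2, -3.7 in the paper against 2.26 for c52292-g3, 4.6 in the paper against -0.84 for c5221-g1, 9.8 in the paper against -0.29 for c56584-g1 and -1.8 in the paper against 0.56 for c66373-g2. For c50623-g1, c52292-g3 and c5221-g1 the paper's text itself compares JS57-CK with XZH-CK, although Table 6 lists their values under JS57-F07 against JS57-CK. These differences therefore rest on the column heading. For JS57-CK against XZH-CK, a comparison set against this column after seeing the values, the log2 ratios of median-ratio normalized means over all 3 libraries each were -1.39 for c50623-g1, 3.38 for c33599-g2, -3.69 for c52292-g3, 4.58 for c5221-g1, 9.77 for c56584-g1 and -1.83 for c66373-g2. For JS57-F07 against XZH-F07, c33599-g2 had 3.4 in the paper against 1.28. The paper's text calls it 3.4-fold, so the gap rests on reading it as a log2 value. Leaving out XZH-F07 replicate 2 closed the gap. So did, chosen after seeing the values, both edgeR and the exact test after DESeq on the Table 6-matched libraries.

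In XZH, 6 log2 fold changes of Table 6 came within the error of the paper's without XZH-CK replicate 3 and, chosen after seeing the values, with both edgeR and the exact test after DESeq on the Table 6-matched libraries: 1.4 in the paper against 1.04 for c60044-g1, 0.7 in the paper against 0.06 for c54598-g1, 1.1 in the paper against 0.70 for c58750-g5, 0.9 in the paper against 0.29 for c53488-g1, 0.6 in the paper against 0.04 for c57791-g1 and 2.1 in the paper against 0.47 for c35430-g1. Several alternatives set before the data were examined closed the gaps of other genes. For c51382-g1 (0.9 in the paper against 0.76) these were DESeq2, the exact test after DESeq, and leaving out XZH-F07 replicate 2, XZH-CK replicate 2 or XZH-CK replicate 3. For c58290-g1 (1.3 in the paper against 2.14) they were limma and leaving out XZH-F07 replicate 2. For c52478-g1 (-0.9 in the paper against -0.56) they were the replicate block, limma, and leaving out XZH-F07 replicate 2 or XZH-CK replicate 3. Leaving out either of the last pair also closed the gap of c65549-g1 (-0.7 in the paper against -0.20). The exact test after DESeq or leaving out XZH-CK replicate 3 did so for c45744-g1 (0.8 in the paper against 0.48), and DESeq2 as well for c65518-g1 (0.5 in the paper against 0.30). For c51416-g2 (1.2 in the paper against 0.76) the exact test after DESeq, the replicate block, and leaving out XZH-F07 replicate 1, XZH-F07 replicate 3 or XZH-CK replicate 3 did. For c60985-g1 (1.6 in the paper against 2.30) upper-quartile normalization, all 5 groups in one fit, the replicate block, limma, a prior count of 2, and leaving out XZH-F07 replicate 2, XZH-CK replicate 1 or XZH-CK replicate 2 did. All of these gaps were also closed by both edgeR and the exact test after DESeq on the Table 6-matched libraries, and that of c60985-g1 by XZH-CK replicates 1 and 2 summed, all chosen after seeing the values. The pairing check behind the replicate block, whose numbers come from the labels, gave -0.03 for equal and 0.02 for different numbers in XZH.

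Beyond these values, some directions differ, each with alternatives that restore the paper's. The paper states that more genes rose than fell in both cultivars, while in JS57-F07 none passed the test and, at an unadjusted p under 0.05, 965 were higher and 2088 lower. Higher genes were the more numerous with the exact test after DESeq (2662 against 1528), limma (2218 against 1998), the replicate block (1509 against 1342) and the libraries whose inoculum field says water as the control (2212 against 1941), all at an unadjusted p under 0.05. At an adjusted p under 0.05 they were so with the control labelled water (171 against 44) and without JS57-CK replicate 2 (4678 against 3377). Chosen after seeing the values, they were so in the Table 6-matched libraries (5338 against 4794 with edgeR, 4171 against 2623 with the exact test after DESeq). It describes c56584-g1 as up-regulated in JS57-F07, where the log2 fold change was -0.29 over all 3 libraries. It was 0.30 without JS57-F07 replicate 1 and, chosen after seeing the values, 0.55 with edgeR and 0.58 with the exact test after DESeq in the Table 6-matched libraries. It describes c55964-g1 as rising more in JS57-F07 than in XZH-F07, while the log2 fold changes were 0.87 in JS57 and 2.20 in XZH. JS57 had the larger value with the replicate block (4.09 against 2.32), with limma (3.27 against 2.19), without JS57-CK replicate 2 (5.63 against 2.20) and, chosen after seeing the values, in the Table 6-matched libraries (5.83 against 2.63 with edgeR, 5.86 against 2.62 with the exact test after DESeq). The pairing check behind the replicate block gave 0.06 for equal and -0.04 for different numbers of the labels in JS57, and -0.03 and 0.02 in XZH.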

Other observations

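All tests in this part were chosen after the result was seen, as were the limits that define the unigene sets. JS57-only unigenes had at least 2 CPM in each JS57-F04 and JS57-CK library and at most 1 count in each XZH-CK library, and 45 met this. XZH-only unigenes were defined the other way round, and 186 met this. A unigene counted as detected at 0.5 CPM. None of the F07 libraries was used to define either set.

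JS57-F07 replicate 1 held 99.5% of the XZH-only unigenes and 0% of the JS57-only unigenes. XZH-F07 replicate 2 held 100% of the JS57-only unigenes and 0% of the XZH-only unigenes. The other F07 libraries held the sets of their own cultivar, from 98.9% to 100%, and 0% of the other. A sample of the other cultivar under each of these titles is a candidate explanation. Whether a plain exchange of these samples accounts for them is left open. The chi-square per degree of freedom was 1.11 for XZH-F07 replicate 2 and JS57-F07 replicate 3, and 1.14 for JS57-F07 replicate 1 and XZH-F07 replicate 1. Among replicates of one title it was 3.23 for JS57-F07 replicates 2 and 3 and 2.12 for XZH-F07 replicates 1 and 3, but 1.06 for XZH-CK replicates 1 and 2. A mixture of both cultivars would leave both sets detected, which was not seen in either library (0% each). The total of JS57-F07 replicate 1 was 1.02 times the median of the 15 libraries, so library size does not account for its place. No biological explanation was tested, since the design gives none for a change of cultivar. The libraries were kept in the groups of their titles.

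JS57-CK replicate 2 held 100% of the 58 unigenes that the XZH libraries showed only after inoculation, and their summed CPM was 85.7% of the mean of JS57-F07 replicates 2 and 3. Neither value tests an explanation, since JS57-CK replicate 2 differs by little more than counting noise from XZH-F07 replicate 2, used to choose these unigenes, and from JS57-F07 replicate 3. Of 281 unigenes chosen in the same way in XZH-F07 replicates 1 and 3, JS57-CK replicate 2 held 26%, against 0.7% and 0.4% in JS57-CK replicates 1 and 3 and 26.3% in JS57-F07 replicate 2. The limit of 50% set for this test was not met, but JS57-F07 replicate 2 did not reach it either. The test was called open only after that value was seen. It shows only that JS57-CK replicate 2 held nearly the share of JS57-F07 replicate 2. The summed CPM of these 281 unigenes in JS57-CK replicate 2 was 76.4% of that in JS57-F07 replicate 2. This is more than a small carry-over of inoculated material would give. The 10 highest unigenes took 5.01% of its counts, within the range of the other libraries, so a few genes taking most of the counts does not account for it. An inoculated JS57 sample under a control title is a candidate explanation, with a chi-square per degree of freedom of 1.09 between JS57-CK replicate 2 and JS57-F07 replicate 3.

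Several pairs of libraries under different titles differed by little more than counting noise, for which the chi-square per degree of freedom is 1. It was 1.09 for JS57-F07 replicate 3 and JS57-CK replicate 2, 1.11 for JS57-F07 replicate 3 and XZH-F07 replicate 2, 1.14 for JS57-CK replicate 2 and XZH-F07 replicate 2, and 1.14 for JS57-F07 replicate 1 and XZH-F07 replicate 1. The first 3 pairs are made of the same 3 libraries, so nearly one profile stands under the titles of 3 groups. Each of these pairs may come from the same RNA, sequenced again. Over all unigenes these pairs had 1.29, 1.31, 1.52 and 3.64, the last for JS57-F07 replicate 1 and XZH-F07 replicate 1, so for it the reading holds only for unigenes with few counts. XZH-CK replicates 1 and 2 had 1.06 over 12627 unigenes, against 7.38 and 7.76 with XZH-CK replicate 3. A formal chi-square test over these unigenes still found a difference, and 3 libraries were kept in this group. Over so many unigenes, that test finds even a small departure from counting noise. It cannot show that the pair are independent samples. The pair may nevertheless be the same RNA. If so, XZH-CK holds fewer than 3 independent samples and its tests count too many, which the sum of these replicates, with 0 genes in XZH and 4371 at an unadjusted p under 0.05, takes into account.

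The fold changes of Table 6 differ from those over all 3 libraries. A candidate explanation is that 1 library of each group was left out. With JS57-F07 replicates 2 and 3 and JS57-CK replicates 1 and 3, 24 of the 30 values of the JS57 column matched, and with XZH-F07 replicates 1 and 3 and XZH-CK replicates 1 and 2, 19 of the 27 of the XZH column. These sets were the best of 49 per column, and the search followed wider ones over other sets of libraries, so part of the match comes from choosing. The next best sets gave 13 and 17, and in XZH the margin is small. The DGE values of Fig 6 were closer to all 3 libraries, in the cultivar of Table 1: for c52297-g1 in JS57 the paper gives 1.40, with 1.39 over all 3 and 3.68 in the chosen libraries, and for c56184-g1 in XZH 3.1, with 3.01 and 4.77. The other 8 values of the XZH column matched all 3 libraries per group and not the chosen ones. Leaving out libraries can therefore account for part of Table 6, and not for those 8 values or for Fig 6. The remaining 6 values of the JS57 column all matched JS57-CK against XZH-CK, which 0 of the 24 did, so they may belong to that comparison. The paper's text makes it for c50623-g1, c52292-g3 and c5221-g1. These 6 had been noticed in an earlier search before the count was made.

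Other splits of the libraries were counted for each comparison. Of the 4 splits of 6 libraries that part all same-numbered libraries, the real one included, 4 gave as many genes for JS57-F07 against JS57-CK (0 genes, 3053 at an unadjusted p under 0.05), 1 for XZH-F07 against XZH-CK, 1 for JS57-CK against XZH-CK, 4 for JS57-F07 against XZH-F07 (0 genes, 162), 4 for JS57-F04 against JS57-CK (0 genes, 5766) and 1 for JS57-F07 against JS57-F04. The other 6 splits, which keep some same-numbered libraries together, gave up to 51 genes in JS57, up to 5 in XZH and up to 11981 between the inoculated groups, and none for the other comparisons. The 51 came from the split that puts JS57-CK replicate 2 with JS57-F07 replicates 2 and 3, the 5 from the split that puts XZH-CK replicate 3 with XZH-F07 replicates 1 and 3, and the 11981 from the split that puts JS57-F07 replicate 1 with XZH-F07 replicates 1 and 3 and XZH-F07 replicate 2 with JS57-F07 replicates 2 and 3. This last split groups the libraries by the cultivar whose unigenes they hold, so the 0 genes between JS57-F07 and XZH-F07 rests on the groups of the titles. It also puts together JS57-F07 replicate 1 and XZH-F07 replicate 1 (chi-square per degree of freedom 1.14). On its other side stand XZH-F07 replicate 2 and JS57-F07 replicate 3 (1.11). The split behind the 51 holds JS57-CK replicate 2 and JS57-F07 replicate 3 (1.09). If such pairs are the same RNA, these counts run too high. With so few splits no share can fall under 0.1. For the interaction, all 32 splits gave as many genes, since it gave 0 (3574 at an unadjusted p under 0.05).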
